# An EDS1 heterodimer signalling surface enforces timely reprogramming of immunity genes in *Arabidopsis*

**DOI:** 10.1038/s41467-019-08783-0

**Published:** 2019-02-15

**Authors:** Deepak D. Bhandari, Dmitry Lapin, Barbara Kracher, Patrick von Born, Jaqueline Bautor, Karsten Niefind, Jane E. Parker

## Abstract

Plant intracellular NLR receptors recognise pathogen interference to trigger immunity but how NLRs signal is not known. Enhanced disease susceptibility1 (EDS1) heterodimers are recruited by Toll-interleukin1-receptor domain NLRs (TNLs) to transcriptionally mobilise resistance pathways. By interrogating the *Arabidopsis* EDS1 ɑ-helical EP-domain we identify positively charged residues lining a cavity that are essential for TNL immunity signalling, beyond heterodimer formation. Mutating a single, conserved surface arginine (R493) disables TNL immunity to an oomycete pathogen and to bacteria producing the virulence factor, coronatine. Plants expressing a weakly active EDS1^R493A^ variant have delayed transcriptional reprogramming, with severe consequences for resistance and countering bacterial coronatine repression of early immunity genes. The same EP-domain surface is utilised by a non-TNL receptor RPS2 for bacterial immunity, indicating that the EDS1 EP-domain signals in resistance conferred by different NLR receptor types. These data provide a unique structural insight to early downstream signalling in NLR receptor immunity.

## Abstract (web summary)

CC and TIR-domain type NLR receptors trigger plant immunity in response to pathogen effectors. Here, Bhandari et al. show that the EP-domain surface of EDS1 heterodimers signals downstream of both receptor types and ensures a rapid transcriptional response in TIR-NLR immunity to bacteria.

## Introduction

Animal and plant innate immunity is governed by surface and intracellular receptors. Mammalian innate immune responses provide an initial barrier against microbial infection, with specific pathogen resistance being taken over by the adaptive immune system. By contrast, plants depend entirely on panels of germ line-encoded receptors^1,2^. Plant recognition of specific virulence factors (effectors) delivered by pathogens to host cells is mediated by intracellular nucleotide-binding domain/leucine-rich repeat (NLR) receptors in a process called effector-triggered immunity (ETI)^2–4^. NLR-effector recognition leads to induction anti-microbial defence pathways, often accompanied by localised host cell death at infection sites.

Two major plant NLR types are classified by their N-terminal domain architectures: CC-NLRs (or CNLs) have a coiled-coil (CC) domain and TIR-NLRs (TNLs) a Toll-interleukin 1 receptor (TIR) domain, which contribute to NLR activation and signalling^1,4^. A characteristic feature of ETI mediated by the different NLR types is amplification of a similar suite of defence pathways that are mobilised at a lower level by surface pattern-recognition receptors (PRRs) recognising pathogen-associated molecular patterns (PAMPs) in PAMP-triggered immunity (PTI)^5–10^. PTI pathways are often targeted by pathogen effectors to promote infection, and in ETI the transcriptional reestablishment and bolstering of immunity outputs is a major driver of resistance^3,11^. Numerous TFs contribute to ETI governed by CNL and TNL receptors^3,12^. Also, certain NLRs have nuclear functions^3,13–16^, suggesting that the path between NLR activation and gene expression reprogramming is in some cases short. However, the mechanisms by which NLRs converge on transcriptional defences are not known.

Another emerging ETI feature is the strong deployment of alternative (parallel) transcriptional branches, enabling the plant to compensate for disabling of particular host resistance sectors^3,11,17–19^. ETI buffering of defence pathways provides robustness against pathogen interference^19^. One important transcriptionally mobilised resistance sector against biotrophic pathogens is controlled by the stress hormone salicylic acid (SA)^20,21^. SA synthesis mediated by the enzyme isochorismate synthase1 (ICS1)^22^ is controlled by an ensemble of TFs operating within an intricate phytohormone network^21,23^. SA synthesis and signalling are targeted by pathogens of different classes, often using effectors to boost the SA-antagonising jasmonic acid (JA) hormone system^24–26^. Coronatine (COR) is a potent SA-antagonising virulence molecule produced by *Pseudomonas* bacteria which promotes disease by mimicking plant endogenous bioactive JA-isoleucine (JA-Ile)^26,27^. Like JA-Ile, COR signals by binding to nuclear F-box protein coronatine-insensitive1 (COI1)-jasmonate ZIM-domain (JAZ) coreceptors, which relieves JAZ repression of a basic helix-loop-helix (bHLH) TF, myelocytomatosis oncogene homolog2 (MYC2)^28,29^. MYC2 is a central TF for JA, ethylene and abscisic acid pathways orchestrating numerous stress outputs, including transcriptional dampening of SA accumulation^28^.

TNLs recognising different pathogen effectors signal via the nucleocytoplasmic, lipase-like protein enhanced disease susceptibility1 (EDS1), which mediates TNL-activated transcriptional reprogramming, resistance and host cell death^30–37^. *Arabidopsis* EDS1 forms separate heterodimer complexes with its sequence-related partners, phytoalexin deficient4 (PAD4) or senescence-associated gene101 (SAG101) to function in TNL ETI^38–43^. Analysis of the crystal structure of an EDS1-SAG101 heterodimer, and a structural homology-based model of EDS1-PAD4, showed that the partner N-terminal lipase-like (ɑ/β-hydrolase fold) domains provide a non-catalytic scaffold for binding and to promote contacts between the C-terminal ɑ-helical ‘EDS1-PAD4’ (EP) domains^42,43^. The EP-domains (PFAM:PF18117 [https://pfam.xfam.org/family/PF18117]) have no significant structural homologies outside the EDS1 family and their role in EDS1 signalling has not been established^43^.

*Arabidopsis* EDS1 and SA signalling pathways operate as genetically parallel, mutually reinforcing resistance sectors^8,17–19,44^. We reported that EDS1-PAD4 heterodimers, besides promoting *ICS1* expression and SA accumulation, antagonise COR-stimulated MYC2 pathways in *Arabidopsis* TNL ETI against *Pst* bacteria^19^. PAD4 interacted with MYC2 in planta likely by indirect association. EDS1-PAD4 antagonism of the COR/JA MYC2-branch was nuclear, coincident with or after MYC2 release from COI1-JAZ nuclear complexes, and independent of EDS1-PAD4 promotion of the ICS1/SA-branch^19^. Hence we proposed a two-pronged EDS1 signalling mechanism in ETI for buffering SA immunity against genetic or pathogen interference^19^.

Here we interrogate the role of the functionally uncharacterised EDS1 EP-domain in *Arabidopsis* TNL ETI. We identify a positive surface lining a cavity created by the heterodimer, which is essential for pathogen resistance. In TNL immunity against *Pst* bacteria, the EP-domain confers rapid transcriptional reprogramming, which is needed for countering bacterial COR repression of a set of early immunity genes and for disease resistance. We find that the same EDS1 EP-domain surface is recruited by a CNL receptor (RPS2) for resistance against *Pst* bacteria, and in both TNL and CNL bacterial ETI responses, EDS1 signals via three genetically separable resistance sectors.

## Results

### EDS1 EP-domain cavity residues mediate immune signalling

The *Arabidopsis* EDS1-SAG101 heterodimer crystal structure reveals a cavity formed by the partner EP-domains with nine EDS1 positively charged amino acids (three lysines, five arginines and a histidine) that are conserved across seed plants (Supplementary Fig. 1A, B)^43^. A similar distribution of positive residues was found in a homology-based structural model of the EDS1-PAD4 heterodimer^43^. We selected five solvent accessible EDS1 lysine (K) and two arginine (R) residues that are not part of the heterodimer interface and mutated these individually to alanines (Supplementary Fig. 1A, C). In a yeast 2-hybrid (Y2H) assay, the EDS1 EP-domain amino acid exchanges did not interfere with EDS1-PAD4 interaction compared to the EDS1^LLIF^ lipase-like domain mutant which binds PAD4 very weakly (Supplementary Fig. 1D)^43^. Constructs of wild-type EDS1 cDNA (cEDS1) and EDS1 EP-domain variants under the *EDS1* native promoter and tagged with yellow fluorescent protein (YFP) were transformed into the *Arabidopsis* Col *eds1-2* null mutant^6,43^. Primary (T_1_) transformants for each construct were then inoculated with the oomycete pathogen *Hyaloperonospora arabidopsidis (Hpa*) isolate EMWA1 to test for TNL (*RPP4*) immunity phenotypes, measured against resistant and susceptible controls^45^. Several EP-domain cavity mutants had reduced *RPP4* resistance (Supplementary Fig. 1C). One mutant, EDS1^R493A^, located in the centre of the cavity (Fig. 1a) was chosen for in-depth analysis because it displayed similarly high *Hpa* EMWA1 disease susceptibility as *eds1-2*. Consistent with the T_1_ TNL immunity phenotypes, two independent homozygous cEDS1^R493A^ transgenic lines (R493A#1 and #2) were fully susceptible to *Hpa* isolate CALA2 (Fig. 1b), recognised in Col by *RPP2A* and *RPP2B TNL* genes^46^, and the bacterial pathogen *Pst AvrRps4* recognised by the nuclear TNL pair RRS1S-RPS4^31,47^ (Fig. 1c). These data show that EDS1^R493A^ compromises immunity governed by TNLs against an oomycete and bacterial pathogen, without breaking EDS1 heterodimer formation.

**Fig. 1:**
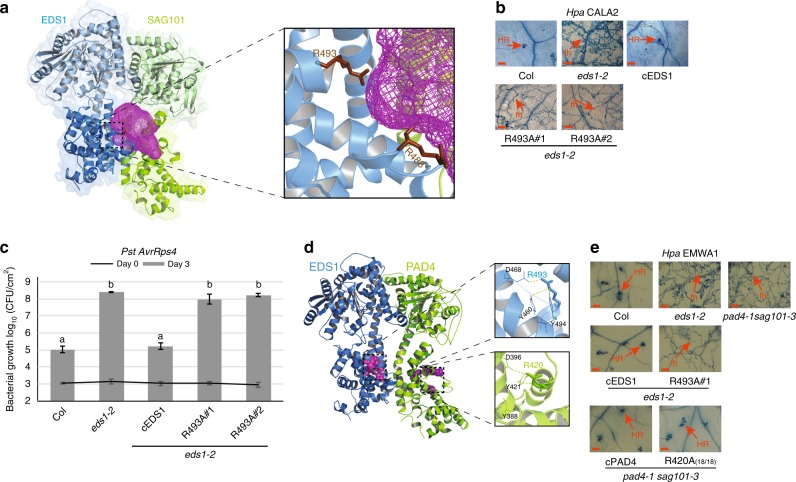
Residues lining the EDS1 heterodimer cavity mediate immunity signalling. **a** Crystal structure of EDS1 (blue)–SAG101 (green) showing heterodimer formation chiefly driven by the partner lipase-like domains (light tones) and producing a cavity (magenta mesh) formed by the EP-domains. In the zoom-out, two conserved EDS1 arginine residues lining the cavity are depicted as sticks (brown). **b** *RPP2* resistance phenotypes of 2-week-old control and transgenic lines expressing YFP-cEDS1 or R493A. *Hpa* EMWA1 infected leaves were stained with trypan blue at 5 dpi. Scale bar represents 100 μm. Images are representative of 24 leaves from two independent experiments. HR, hypersensitive response; fh, pathogen free hyphae. **c**. Four-week old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* (OD_600_–0.0005) and bacterial titres determined at 0 and 3 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were determined using ANOVA (Tukey’s HSD, *p* < 0.005). Similar results were obtained in three independent experiments. **d** Homology model of EDS1 (blue)–PAD4 (green). Conserved residues in the EP-domains of EDS1 (magenta) and PAD4 (purple) are represented as spheres. EDS1 residues line the heterodimer cavity while PAD4 residues are not part of the cavity. A zoom-out of the sphere-represented residues shows ionic and hydrogen bonds formed by EDS1^R493^ and equivalent arginine in PAD4^R420^ with neighbouring residues. **e** *RPP4* resistance phenotypes of 2-week-old control and homozygous transgenic lines expressing wild-type EDS1, PAD4 and mutated arginine variants. *Hpa* EMWA1 infected leaves were stained with trypan blue at 5 dpi. Scale bar represents 100 μm. The PAD4 R420A image is representative of 18 independent transgenic (T_1_) plants. HR hypersensitive response, fh pathogen free hyphae

Further examination of the EDS1-SAG101 and EDS1-PAD4 structures revealed a SAG101 and PAD4 EP-domain surface resembling the EDS1^R493A^ patch but facing away from the cavity (Fig. 1d). We mutated PAD4 arginine 420 (PAD4^R420A^) which is aligned at the sequence level and predicted to form similar interactions with neighbouring residues as EDS1^R493^, but on the external PAD4 surface (Fig. 1d). YFP-tagged wild-type cPAD4 and PAD4^R420A^ under the *PAD4* native promoter were transformed into a Col *pad4-1 sag101-3* mutant, in which loss of *SAG101* is compensated for by *PAD4*^41,43^. In *RPP4* (*Hpa* EMWA1) infection assays of T_1_ transgenic lines, PAD4^R420A^ was as resistant as cPAD4 and Col, whereas the EDS1 R493A#1, *eds1-2* and *pad4-1 sag101-3* plants were susceptible (Fig. 1e). These data suggest the location of positively charged residues such as EDS1^R493^ within the EP-domain cavity is critical for TNL immunity.

We tested whether EDS1^R493A^ retains interaction with PAD4 in plant cells by performing transient expression and immunoprecipitation (IP) assays in *eds1-2 pad4-1 sag101-3* protoplasts^19^. EDS1^R493A^ fused to a FLAG tag interacted with PAD4-YFP as strongly as wild-type EDS1-FLAG, whereas a non-interacting EDS1^LLIF^-FLAG variant did not bind PAD4-YFP (Supplementary Fig. 2A). YFP-tagged cEDS1^R493A^ protein in R493A#1 and R493A#2 had a similar nucleocytoplasmic distribution as YFP-cEDS1 at 24 hpi with *Pst AvrRps4* (Supplementary Fig. 2B), indicating that loss of TNL immunity is not due to failed EDS1 nuclear accumulation^35,36^. Confocal microscopy imaging of multiple samples showed that the YFP-cEDS1^R493A^ nucleocytoplasmic fluorescence signal was lower than for YFP-cEDS1 (Supplementary Fig. 2B). Also, R493A lines #1 and #2 accumulated less total EDS1 protein compared to cEDS1 (Supplementary Fig. 2C). We tested whether R493A susceptibility could be due to low protein accumulation by selecting independent homozygous transgenic lines (#1 and #2) for two other YFP-cEDS1 EP-domain mutants: K487A and K387A, which had displayed full *RPP4* resistance in the T1 seedling assays (Supplementary Fig. 1C) and similar or lower basal EDS1 protein accumulation than R493A lines #1 and #2 (Supplementary Fig. 2C). The K487A and K387A lines were fully resistant to *Pst AvrRps4* (Supplementary Fig. 2D) and *Hpa* EMWA1 (Supplementary Fig. 2E). Additionally, transgenic *eds1-2* lines expressing genomic EDS1-YFP or EDS1^R493A^-YFP (denoted gEDS1 and gR493A) were selected because gEDS1 is generally more highly expressed than cEDS1^36^. Although gEDS1 and gR493A accumulated to similar levels as cEDS1 in mock-treated tissues and after *Pst AvrRps4* infection (Supplementary Fig. 3A), the gR493A transgenic lines were fully susceptible to *Pst AvrRps4* (Supplementary Fig. 3B). The cR493A and gR493A lines were similarly defective in *Pst AvrRps4* induced expression of *EDS1*-dependent defence marker genes^6,35^ *PAD4*, *PBS3*, *ICS1* and *FMO1*, and in repression of *MYB34*, measured by qRT-PCR at 8 hpi (Supplementary Fig. 3C). Also, cR493A and gR493A lines displayed full susceptibility to *Hpa* EMWA1 infection (Supplementary Fig. 3D). These data show that impaired TNL *RRS1S RPS4* and *RPP4* resistance in the R493A lines is not a consequence of low EDS1^R493A^ protein accumulation. We concluded that EDS1^R493^ lining the EP-domain cavity confers an important signalling property on the EDS1-PAD4 heterodimer.

### EDS1^R493A^ delays TNL transcriptional reprogramming

TNL/EDS1 bacterial immunity divides into two mutually reinforcing resistance branches: one requiring SA synthesised by EDS1-induced *ICS1*, the other independent of SA and involving EDS1 antagonism of MYC2^17,19^. We determined whether SA accumulation is altered in R493A by measuring free (active) SA in leaves of Col, *eds1-2* and cEDS1 and R493A plants at 0, 8 and 24 hpi with *Pst AvrRps4*. At 8 hpi, SA levels in R493A lines #1 and #2 remained low, resembling the *eds1-2* null mutant (Fig. 2a). At 24 hpi, the R493A lines but not *eds1-2*, recovered SA accumulation to similar levels as cEDS1 and Col (Fig. 2a). Low SA accumulation at 8 hpi correlated with reduced expression of the SA-marker gene *PR1* (*pathogenesis related1*) in R493A compared to cEDS1 and Col at 24 hpi (Fig. 2b). These data show that EDS1^R493A^ is not a complete loss-of-function mutation but instead slow to mobilise the SA branch of TNL immunity against *Pst AvrRps4* bacteria. Therefore, one function of the EDS1 EP-domain, which is compromised in R493A, is to promote SA immunity.

**Fig. 2:**
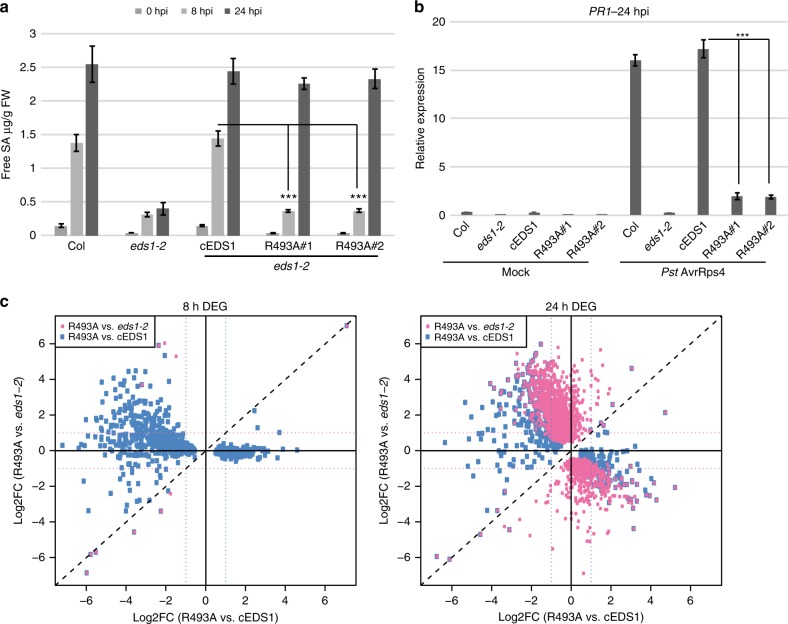
EDS1^R493A^ delays TNL transcriptional reprogramming. **a** Four-week-old plants were infiltrated with *Pst AvrRps4* (OD_600_–0.005) and free SA was quantified at 0, 8 and 24 hpi. Bars represent means ± SE of four biological replicates. Differences between genotypes were analysed using t-test (Bonferroni corrected, *p* < 0.05). Similar results were obtained in two independent experiments. **b** Four-week-old plants were infiltrated with 10 mM MgCl_2_ (mock) or *Pst AvrRps4* (OD_600_–0.005), and leaf samples collected at 24 hpi. *PR1* transcripts were measured using qRT-PCR and normalised to *GapDH*. Bars represent means ± SE of three biological replicates. Differences between genotypes were analysed using *t*-test (Bonferroni corrected, *p* < 0.05). **c** A 2-D scatter plot comparing R493A#1 vs. *eds1-2* and R493A#1 vs. cEDS1 at 8 and 24 hpi with *Pst AvrRps4*. Plots depict differentially expressed genes (DEG) between R493A vs. *eds1-2* (pink dots) and R493A vs. cEDS1 (blue dots). DEG represented were filtered with a |log_2_ FC| ≥ 1, FDR ≤ 0.05

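RNA was sequenced from Col, the null mutant eds1-2, cEDS1 (wild-type EDS1 in eds1-2) and R493A (the R493A variant in eds1-2, line R493A#1) infiltrated with Pst AvrRps4, each replicate being a pool of plants from an independent experiment. The authors mapped single-end reads to TAIR10 with TopHat2 and counted them per gene with htseq-count. The deposited values are these counts without normalization. The 36 libraries from 0, 8 and 24 hpi held between 18847896 and 29526590 reads on 32678 genes, with a median of 22128520. For 6 replicate 2 libraries, 2 at each time, the title and the genotype field disagree on whether the plants were eds1-2 or cEDS1. These were left out, so that eds1-2 and cEDS1 have n = 2 (replicates 1 and 3) and Col and R493A n = 3 at each time. Genes with fewer than 100 reads over the other 30 libraries were dropped, and 20040 genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization. A gene is called a DEG here at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. The biological coefficient of variation over these libraries was 0.346. In simulated counts with this design, 76.5% of 200 changed genes were recovered between R493A and eds1-2 at 8 hpi, with 8 false calls. All simulated changes were larger than the limit on the fold change, so recovery near that limit was not measured. The simulated libraries were drawn independently, without likeness between libraries of the same replicate number.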

We interrogated the EDS1^R493A^ defect in TNL (*RRS1S RPS4*) transcriptional reprogramming further using RNA-seq analysis. Four-week-old Col, *eds1-2*, cEDS1 and R493A#1 plants were infiltrated with *Pst AvrRps4* and three independent biological replicates for each line analysed at 0, 8 and 24 hpi (see Methods). 

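Between R493A and eds1-2 at 8 hpi with Pst AvrRps4, 28 genes were DEG, of which 19 were higher and 9 lower in R493A. At an unadjusted p under 0.05 there were 554 genes. The number of DEG was 29 with limma-voom, the method named by the paper, and 71 with DESeq2. It was 44 when the 6 libraries with conflicting labels were added by title and 8 when they were added by genotype field, which puts libraries with 364, 782 and 467 CPM of EDS1 at 0, 8 and 24 hpi into eds1-2. Each library weighed on the count, which was 3 without eds1-2 replicate 1 (0 higher, 3 lower in edgeR), 3 without eds1-2 replicate 3 (1 higher, 2 lower), 17 without R493A replicate 1, 10 without R493A replicate 2 and 13 without R493A replicate 3. With 1 eds1-2 library left, that library was assumed to vary like the other groups. Of the 12 genes in Supplementary Table 1, 10 were among the DEG and all 12 changed in the direction listed there. The others were AT1G54410 and FLC (AT5G10140), both with an adjusted p of 0.052 from edgeR's quasi-likelihood test.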

At 8 hpi there were only 12 DEGs between R493A and *eds1-2* (Fig. 2c (pink boxes) and Supplementary Fig. 4A; Supplementary Table 1). These included *EDS1* and *PBS3*. Therefore, at the level of *RRS1S RPS4*-triggered SA accumulation and transcriptional reprogramming, R493A behaves like the *eds1-2* null mutant at 8 hpi (Fig. 2a, c and Supplementary Fig. 4A). 

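At 8 hpi EDS1 (AT3G48090) had 246 ± 99.3 CPM (counts scaled to library size; SD, n = 3) in R493A and 3.69 ± 1.50 (SD, n = 2) in eds1-2. In cEDS1 it had 1056 ± 111 CPM (SD, n = 2) and in Col 207 ± 63.8 (SD, n = 3). The log2 fold change between R493A and eds1-2 was 6.05 (standard error 0.89, adjusted p = 0.00272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PBS3 (AT5G13320) had 62.0 ± 22.2 CPM (SD, n = 3) in R493A and 4.55 ± 0.915 (SD, n = 2) in eds1-2, a log2 fold change of 3.77 (standard error 0.51, adjusted p = 0.00115 from the same test in edgeR). Both genes were higher in every R493A library than in either eds1-2 library. Both stopped being DEG without eds1-2 replicate 1, with log2 fold changes of 5.69 and 3.57, and without eds1-2 replicate 3, with 6.54 and 3.99. AT1G54420 had no reads in eds1-2 and 2.88 ± 1.31 CPM (SD, n = 3) in R493A, at least 44.6-fold higher against a floor of 3 counts over the eds1-2 group. FLC had no reads in R493A and was at least 47.3-fold lower than in eds1-2 by the same floor, which covers counting error only. AT1G54410 had 7.01 ± 11.2 CPM (SD, n = 3) in R493A and 1225 ± 375 (SD, n = 2) in eds1-2. At 0 hpi all 12 genes of Supplementary Table 1 had the same direction between R493A and eds1-2. There 10 had an unadjusted p under 0.05 and 3 were DEG in edgeR, while PBS3 (0.28) and AT1G30190 (1.22) had no such p.

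**Figure D1:**
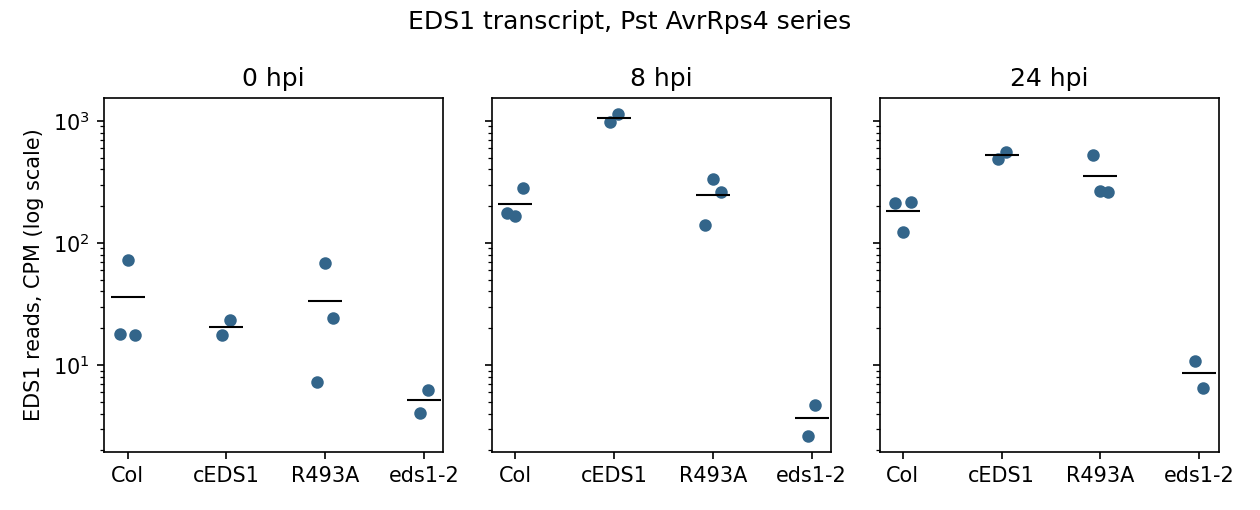
EDS1 reads in CPM (log scale) by line at 0, 8 and 24 hpi in the Pst AvrRps4 series; points are libraries (n = 3 for Col and R493A, n = 2 for cEDS1 and eds1-2) and bars are means. At 8 hpi the R493A mean of 246 lies above eds1-2 at 3.69 and below cEDS1 at 1056.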

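Relative to cEDS1 at 8 hpi with Pst AvrRps4, R493A had 897 DEG (197 higher, 700 lower) and eds1-2 had 1838 (550 higher, 1288 lower). Of the 897, 829 (92.4%) were DEG in both comparisons, and all 829 changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes of both comparisons correlated with r = 0.861. Both comparisons use the same cEDS1 libraries. In 8 simulations with no difference between lines, the shared libraries alone gave a mean correlation of 0.549. These simulations gave 0 genes that were DEG in both by edgeR, but a mean of only 0.125 DEG between R493A and cEDS1. The 0 therefore cannot show how far sharing raises the overlap among called genes. The simulated libraries were drawn independently, without the likeness of libraries of the same replicate number, and with replicate number as a block the R493A count was 1529. The R493A count fell to 245 without cEDS1 replicate 3 and 553 without cEDS1 replicate 1. It was 523 without R493A replicate 2 and 413 without R493A replicate 3. Lower genes stayed the more numerous, but by how much moved. There were 55 higher and 358 lower without R493A replicate 3, and 447 higher and 773 lower with the 6 conflicting libraries added by title. For eds1-2 the count was 640 without eds1-2 replicate 1, 949 without eds1-2 replicate 3, 1164 without cEDS1 replicate 1 and 764 without cEDS1 replicate 3.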

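Between R493A and eds1-2 at 24 hpi with Pst AvrRps4, 2179 genes were DEG in edgeR, 1190 higher and 989 lower in R493A. Without eds1-2 replicate 3 the count was 430, and without eds1-2 replicate 1 there were 1171 higher and 1306 lower. Of the 2179 genes, 2093 were also DEG between eds1-2 and cEDS1 at this time. Both comparisons use the same eds1-2 libraries. In 8 simulations without differences 0 genes were DEG in both by edgeR, with a mean of only 0.125 DEG between R493A and eds1-2. How far sharing raises the overlap among called genes was therefore not measured. EDS1 was higher in R493A than in eds1-2 by a log2 fold change of 5.35 (standard error 0.85, adjusted p = 3.6e-04 from edgeR's quasi-likelihood test).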

At 24 hpi, R493A had a markedly different expression profile to *eds1-2* (Fig. 2c and Supplementary Fig. 4A) with 2053 DEG. 

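At 24 hpi with Pst AvrRps4, R493A differed from cEDS1 in 372 genes (209 higher, 163 lower) and eds1-2 differed from cEDS1 in 5922 (3315 higher, 2607 lower). Of the 372 genes, 351 (94.4%) were DEG in both comparisons and 350 changed in the same direction, with r = 0.784 across genes. The simulations without differences gave a mean r of 0.550 for this pair of comparisons. The R493A count was 685 with limma-voom (279 higher, 406 lower), 719 with DESeq2 and 601 with the compared groups alone (236 higher, 365 lower), so the balance of directions did not hold. It was 32 without cEDS1 replicate 1, 52 without cEDS1 replicate 3, 182 without R493A replicate 1 and 91 without R493A replicate 2. The eds1-2 count was 3421 without eds1-2 replicate 3. Its balance turned with the compared groups alone, at 2533 higher and 2741 lower.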

R493A did not fully recover at 24 hpi as there were 576 DEG between R493A and cEDS1 compared with 5993 DEG between *eds1-2* and cEDS1 (Fig. 2c and Supplementary Fig. 4A). These gene expression profiles show that EDS1^R493A^ fails to mobilise TNL transcriptional reprogramming at 8 hpi but recovers substantially at 24 hpi. 

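Relative to cEDS1 the log2 fold change of PBS3 in R493A was -3.16 (standard error 0.44, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test) at 8 hpi and -0.61 (standard error 0.42, adjusted p = 0.497) at 24 hpi. In eds1-2 it was -6.92 and -3.77 at these times. PAD4 (AT3G52430) in R493A changed by -3.45 at 8 hpi (standard error 0.49) and by -1.11 at 24 hpi (standard error 0.46), the second not a DEG. ICS1 (AT1G74710) was at -2.22, a DEG, and -1.23, not a DEG in edgeR but one in DESeq2. EDS1 was at -2.10 and -0.56 and PR1 (AT2G14610) at -4.14 and -2.58, DEG at neither time in edgeR. FMO1 and MYB34 did not shrink. FMO1 (AT1G19250) in R493A was at -2.96 (standard error 0.82) at 8 hpi and -3.11 (standard error 0.79) at 24 hpi, and MYB34 (AT5G60890) at 1.66 and 1.87, DEG at both times. The calls of FMO1 and MYB34 at 8 hpi were lost without each library, at changes from -3.41 to -2.47 for FMO1 and from 1.58 to 1.74 for MYB34. At 24 hpi FMO1 kept its call without R493A replicate 3 alone (-3.80) and MYB34 without R493A replicate 1 alone. The difference between the times was not itself tested. From the few DEG between R493A and eds1-2 at 8 hpi and the many at 24 hpi, with fewer genes then separating R493A from cEDS1 than eds1-2 from cEDS1, the paper concludes that EDS1 with the R493A exchange fails to start the response at 8 hpi and recovers to a large extent by 24 hpi.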

Based on the R493A bacterial disease susceptibility phenotype (Fig. 1c and Supplementary Fig. 2D), we concluded that recovery of gene expression in R493A lines at 24 hpi is too late to halt pathogen growth. Hence, amino acid R493 in the EDS1 EP-domain lining the heterodimer cavity is critical for timely TNL transcriptional defence reprogramming in response to *Pst AvrRps4*.

### EDS1^R493A^ fails to antagonise bacterial COR-stimulated MYC2 in ETI

One function of the EDS1-PAD4 heterodimer in *RRS1S RPS4* ETI is to inhibit COR stimulation of MYC2-regulated JA pathway genes independently of *ICS1*^19^. Because R493A plants displayed a general delay in gene expression reprogramming (Fig. 2c) and in accumulation of SA (Fig. 2a), we tested whether EDS1^R493A^ is defective in antagonising COR-promoted bacterial infection. For this, *Pst AvrRps4* or the COR-deficient *Pst ∆cor AvrRps4* strain were infiltrated into Col, *eds1-2*, cEDS1 and R493A leaves and bacterial growth measured at 3 dpi. As expected, Col and cEDS1 were equally resistant to *Pst AvrRps4* and *Pst ∆cor AvrRps4*, reflecting EDS1 antagonism of COR-stimulated bacterial growth in *RRS1S RPS4* ETI (Fig. 3a). The *eds1-2* mutant was susceptible to both *Pst AvrRps4* strains but supported 1.5-log lower *Pst ∆cor AvrRps4* growth compared to *Pst AvrRps4*, indicating both COR-stimulated and COR-independent bacterial growth promotion in the absence of *EDS1* (Fig. 3a)^19^. Notably, while R493 A lines displayed high susceptibility to *Pst AvrRps4*, they were as resistant as Col and cEDS1 to *Pst ∆cor AvrRps4* (Fig. 3a). Therefore, loss of R493A resistance to *Pst AvrRps4* is due to its failure to antagonise bacterial COR. We checked whether COR activity in R493A signals via MYC2 by crossing cEDS1 and R493A#1 into an *eds1-2 myc2-3* mutant background. Whereas R493A (in *eds1-2*) was as susceptible as *eds1-2*, R493A *eds1-2 myc2-3* was as resistant as Col and cEDS1 (Fig. 3b), indicating that EDS1^R493A^ recovers resistance to *Pst AvrRps4* when *MYC2* is mutated. Hence, EDS1^R493A^ in R493A#1 has a fully restored resistance function in the absence of COR or *MYC2*. These data expose a defect of EDS1^R493A^ in counteracting COR-dependent, MYC2-promoted bacterial growth in TNL ETI. With respect to *Pst AvrRps4*, therefore, EDS1^R493A^ loss of resistance is conditional on COR stimulation of the MYC2 JA signalling branch.

**Fig. 3:**
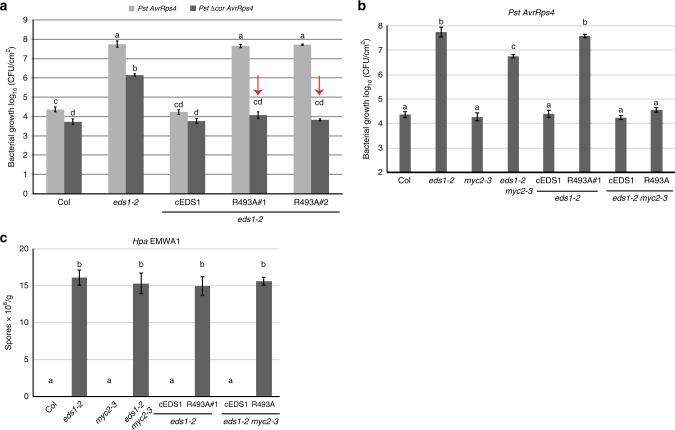
EDS1^R493A^ fails to antagonise bacterial COR-stimulated MYC2 in TNL immunity. **a** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* or *Pst ∆Cor AvrRps4* (OD_600_–0.0005). Bacterial titres were determined at 0 and 3 dpi. No significant difference was observed between lines and treatments at 0 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p*-value < 0.005). Similar results were obtained in three independent experiments. **b** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* (OD_600_– 0.0005). Bacterial titres were determined at 0 and 3 dpi. No significant differences were observed at 0 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p*-value < 0.005). Similar results were obtained in three independent experiments. **c** The indicated genotypes were infected with *Hpa* EMWA1 and oomycete sporulation was quantified at 5 dpi. Data from three independent experiments were combined and differences between genotypes analysed using ANOVA (Tukey’s HSD, *p* < 0.005)

As EDS1^R493A^ compromised TNL (*RPP4* and *RPP2A, B*) immunity to *Hpa* (Fig. 1b, e and Supplementary Fig. 2E, 3D), we tested whether there is also recovery of *RPP4* resistance to *Hpa* EMWA1 in the *eds1-2 myc2*-3 transgenic lines. Col, *myc2-3*, cEDS1 in *eds1-2* and cEDS1 in *eds1-2 myc2*-3 expressed full *RPP4* resistance after quantifying EMWA1 sporulation on leaves (Fig. 3c). There were similar high levels of EMWA1 sporulation in *eds1-2*, *eds1-2 myc2-3*, R493A *eds1-2* and R493A *eds1-2 myc2-3* (Fig. 3c). These data show that increased susceptibility to *Hpa* EMWA1 in R493A is not via *MYC2*. We concluded that the EDS1 EP-domain and associated heterodimer cavity have broader functions in TNL immunity than antagonising MYC2.

### TNL/EDS1 signalling delay is exploited by bacterial COR

Because COR-activated MYC2 represses SA accumulation^19,26,27^ and EDS1^R493A^ delays SA accumulation at 8 hpi with *Pst AvrRps4* (Fig. 2a), we tested whether R493A resistance to *Pst ∆cor AvrRps4* (Fig. 3a) is due to restored SA. Col and cEDS1 accumulated similar free SA levels at 8 hpi with *Pst AvrRps4* and higher SA in response to *Pst ∆cor AvrRps4*, consistent with COR dampening SA accumulation (Fig. 4a). The *eds1-2* null mutant failed to accumulate SA in response to either strain (Fig. 4a), fitting with EDS1 promotion of *ICS1* expression and SA independently of its suppression of MYC2 in TNL (*RRS1S RPS4*) immunity^19^. Strikingly, R493A lines failed to accumulate SA in response to *Pst AvrRps4* and *Pst ∆cor AvrRps4* (Fig. 4a). Therefore, delayed SA accumulation in R493A is not caused by a failure to antagonise bacterial COR. These data suggest that antagonism of COR/MYC2 signalling and promotion of SA accumulation are distinct properties of the EDS1-PAD4 heterodimer EP-domain, and more precisely EDS1^R493^ lining the EP cavity, in TNL ETI to *Pst AvrRps4*.

**Fig. 4:**
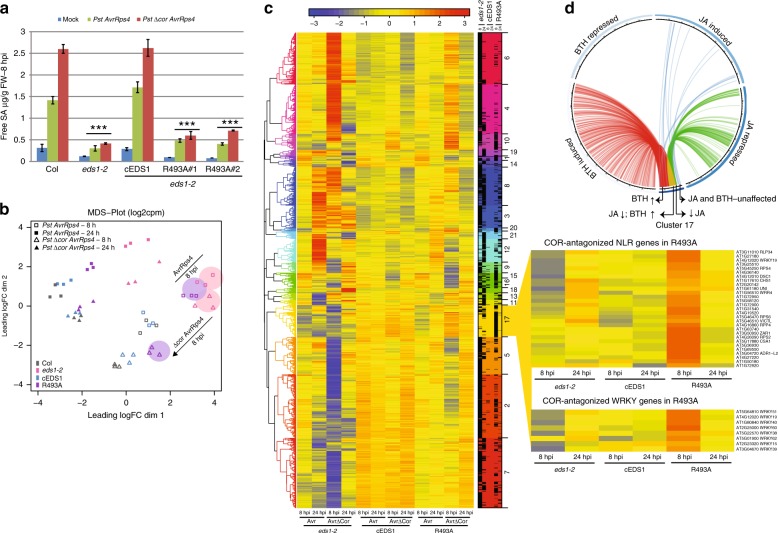
Delayed immune signalling in R493A mutant plants is independent of COR. **a** Four-week-old plants were infiltrated with 10 mM MgCl2 (mock), *Pst AvrRps4* or *Pst ∆Cor AvrRps4* and free SA was quantified at 8 hpi. Bars represent means ± SE of three biological replicates. Difference between genotypes were analysed using t-test (Bonferroni corrected, *p* < 0.05). Similar results were observed in three independent experiments. **b** A multi-dimension scaling (MDS) plot of differentially expressed genes showing R493A transcriptional changes at 8 (open symbols) and 24 hpi (closed symbols). Encircled samples of *eds1-2* (pink) and R493A (purple) highlight transcriptional trends with and without bacterial COR in *Pst AvrRps4*-triggered immunity. **c** A heatmap depicting DEG at 8 and 24 hpi normalised to Col (*p* < 0.05) after hierarchical clustering. Samples were harvested at 8 and 24 hpi with *Pst AvrRps4* (Avr) and *Pst ∆Cor AvrRps4* (∆Cor). Cluster #17 contains genes that are upregulated at 8 hpi with *Pst ∆Cor AvrRps4* but not *Pst AvrRps4* in R493A only. Expansion (right) highlights a subset of *NLR* and *WRKY* genes in cluster #17 involved in immunity whose expression is antagonised by COR in R493A (see Supplementary Table 3). **d** Circos plot showing overlap of 383 genes in cluster #17 with genes regulated by JA and Benzothiadiazole (BTH, an analogue of SA) from other studies (Hickmann et al.,2017; Yang et al.,2017). Genes differentially expressed in cluster #17 and other datasets are marked by connecting lines. Genes repressed by JA and induced by BTH (red and green lines converging to yellow, 113); genes repressed by JA and not expressed by BTH (green lines, 19); genes induced by BTH and not expressed in JA dataset (red lines, 169)

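A further 24 libraries came from the same lines at 8 and 24 hpi with Pst ∆cor AvrRps4, a strain that makes no coronatine, with n = 3 for every line and time. These libraries held between 19839695 and 26113465 reads on genes, with a median of 22087579, and were mapped and counted like the Pst AvrRps4 libraries. The same filter kept 19677 genes, and the biological coefficient of variation was 0.213. In simulated counts 93.0% of 200 changed genes, all changed by more than the limit on the fold change, were recovered between R493A and cEDS1 at 8 hpi. There were 3 false calls. For comparisons between treatments all 54 libraries were fitted together (20732 genes), and the change of each line between treatments was taken relative to the change of Col. The treatments were separate sets of experiments, so a genotype effect that differs between the sets cannot be told apart from an effect of coronatine. Without the subtraction of Col, cEDS1 alone had 2641 DEG between treatments at 8 hpi. Recovery in simulated counts was 71.0% for R493A at 8 hpi, with 11 false calls, again for changes larger than the limit on the fold change.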

Next we explored which gene expression sectors affected by bacterial COR might explain the compromised TNL ETI in R493A by performing RNA-seq analysis at 8 and 24 hpi with *Pst ∆cor AvrRps4*. To compare between *Pst AvrRps4* and *Pst ∆cor AvrRps4* RNA-seq experiments, gene expression data for all lines was normalised against the respective Col control within each treatment (see Methods). 

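With Pst AvrRps4, cEDS1 differed from Col in 30 genes at 8 hpi and in 46 at 24 hpi. It differed in 806 genes with Pst ∆cor AvrRps4 at 8 hpi (476 higher, 330 lower) and in 126 at 24 hpi (16 higher, 110 lower). The balance at 8 hpi did not hold: limma-voom gave 340 higher and 388 lower. Without Col replicate 1 there were 173 higher and 231 lower, without Col replicate 2 there were 212 and 264, and without cEDS1 replicate 1 there were 231 and 238. Between eds1-2 and cEDS1 with Pst ∆cor AvrRps4 there were 8865 DEG at 8 hpi and 6528 at 24 hpi. Leaving out 1 library moved the 806 to 404 without Col replicate 1, 476 without Col replicate 2, 469 without cEDS1 replicate 1 and 1300 without cEDS1 replicate 3. With Pst AvrRps4 the 30 became 14 without cEDS1 replicate 1 and 16 without cEDS1 replicate 3, and the 46 became 9 and 14 without these.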

A multi-dimensional scaling (MDS) plot shows that cEDS1 and Col expression profiles clustered together at 8 and 24 hpi for both treatments (Fig. 4b). At 8 hpi, R493A clustered away from cEDS1 and *eds1-2* with *Pst ∆cor AvrRps4* but close to *eds1-2* with *Pst AvrRps4* (Fig. 4b, coloured circles). 

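Each R493A library was placed on the line from the cEDS1 mean (position 0) to the eds1-2 mean (position 1) by projecting its log2 CPM over all tested genes. At 8 hpi the position was 0.673 ± 0.106 (SD, n = 3) with Pst AvrRps4, from 0.591 to 0.793, and 0.314 ± 0.063 (SD, n = 3) with Pst ∆cor AvrRps4, from 0.246 to 0.369. In counts simulated without any difference between lines the position was 0.494 and 0.504, so the scale is informative only because cEDS1 and eds1-2 differ in many genes. Libraries simulated at 0.7 were found at 0.645 with Pst AvrRps4 and 0.703 with Pst ∆cor AvrRps4. With the 500 most variable genes the Pst ∆cor AvrRps4 value was 0.217, and with the 6 conflicting libraries added the Pst AvrRps4 value was 0.744 by title and 0.934 by genotype field. R493A had 5615 DEG against eds1-2 and 2572 against cEDS1 with Pst ∆cor AvrRps4.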

At 24 hpi, the R493A transcriptome was similar to cEDS1 with *Pst ∆cor AvrRps4* (filled triangles) but distinct from cEDS1 with *Pst AvrRps4* (filled squares) (Fig. 4b). This analysis shows that EDS1^R493A^ causes a general delay in TNL gene expression reprogramming which is exacerbated by bacterial COR. 

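At 24 hpi R493A lay at 0.387 ± 0.033 (SD, n = 3) with Pst AvrRps4 and at 0.209 ± 0.078 (SD, n = 3) with Pst ∆cor AvrRps4. The first value was 0.438 without cEDS1 replicate 3 and 0.324 without eds1-2 replicate 1. In the Pst ∆cor AvrRps4 series 195 genes were DEG between R493A and cEDS1 (127 higher, 68 lower) and 4985 between R493A and eds1-2. The 195 became 75 without cEDS1 replicate 1, 65 without cEDS1 replicate 2 and 79 without R493A replicate 2. They became 360 with DESeq2. The balance of directions did not hold, with 83 higher and 86 lower by limma-voom, 33 and 34 with the compared groups alone, and 30 and 35 without cEDS1 replicate 2.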

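The position of R493A with Pst AvrRps4 exceeded that with Pst ∆cor AvrRps4 by 0.359 at 8 hpi and by 0.178 at 24 hpi, with every Pst AvrRps4 library above every Pst ∆cor AvrRps4 library. A two-sided exact permutation test gave p = 0.1 at each time, the smallest p that 3 libraries against 3 allow. All positions of a treatment and time share the same cEDS1 and eds1-2 means. Neither the SD nor the p covers the error of these means. Each treatment also has its own line from cEDS1 to eds1-2 and its own set of experiments. From an MDS plot, in which R493A lay near eds1-2 with coronatine and away from both eds1-2 and cEDS1 without it at 8 hpi, and was similar to cEDS1 at 24 hpi only without coronatine, the paper concludes that the exchange delays the response in general and that coronatine adds to this delay.

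**Figure D2:**
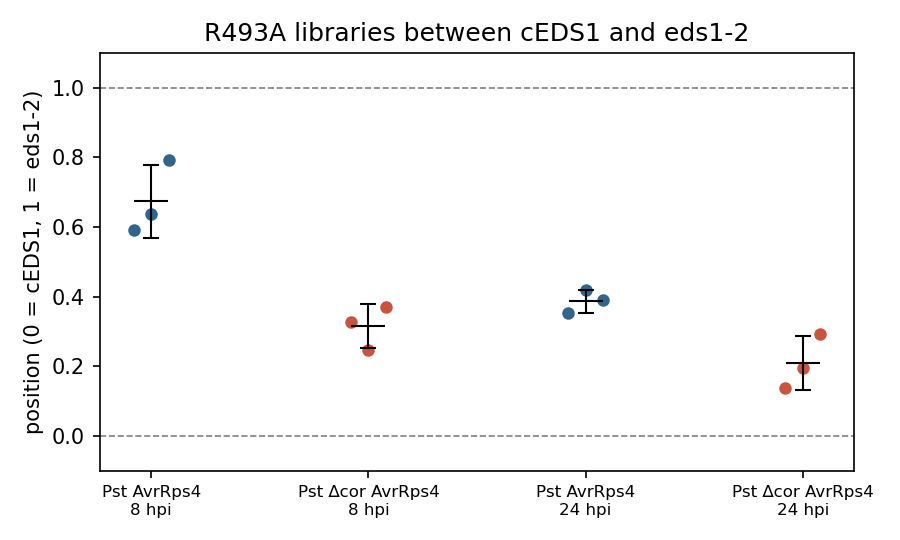
Position of each R493A library between the cEDS1 mean (0) and the eds1-2 mean (1) at 8 and 24 hpi by treatment; points are libraries (n = 3), horizontal bars means and error bars SD. The 8 hpi means are 0.673 with Pst AvrRps4 and 0.314 with Pst ∆cor AvrRps4.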

The results underscore importance of the EDS1 EP-domain for rapid transcriptional mobilisation of multiple pathways besides blocking bacterial COR actions in TNL ETI. We compared our transcriptome data at 8 hpi with publicly available SA-responsive and JA-responsive transcriptomes^8,48^. This analysis showed that R493A exhibits lower expression of genes regulated by *ICS1* compared to cEDS1 regardless of bacterial COR status (Supplementary Fig. 4B). In contrast, genes that are repressed by JA are reduced in R493A with *Pst AvrRps4* but not with *Pst ∆cor AvrRps4* (Supplementary Fig. 4B). Thus, the R493A transcriptome reflects both slow mobilisation of SA pathways and defective antagonism of COR/MYC2-regulated JA pathways.

We searched for DEG between *Pst AvrRps4* and *Pst ∆cor AvrRps4* treatments in the different lines at 8 and 24 hpi. After hierarchical clustering, a derived expression heatmap emphasised the extent of delay in R493A at 8 hpi compared to cEDS1, in the presence and absence of bacterial COR (Fig. 4c). Only 75 (8 hpi) and 3 (24 hpi) DEG spread across different clusters were found for cEDS1, consistent with EDS1 effectively antagonising COR in TNL ETI. 

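Relative to Col, cEDS1 changed between the treatments in 59 genes at 8 hpi (12 higher and 47 lower with Pst ∆cor AvrRps4) and in 1 gene at 24 hpi. The 1 gene was AT3G44450, with a log2 fold change of -4.74 (standard error 0.63, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named here because it was the only one. At an unadjusted p under 0.05 there were 1458 genes at 8 hpi and 460 at 24 hpi. DESeq2 gave 119 and 3 DEG and limma-voom 62 and 3. In eds1-2, 2442 genes changed at 8 hpi and 1057 at 24 hpi. The cEDS1 count at 8 hpi was 24 without cEDS1 replicate 3 or 26 without replicate 1 with Pst AvrRps4, and 26 or 39 without Col replicate 2 or 3 of that treatment. With Pst ∆cor AvrRps4 it was 24 without Col replicate 1 and 33, 27 and 148 without cEDS1 replicates 1, 2 and 3. The eds1-2 counts were 1415 without the Pst AvrRps4 replicate 3 at 8 hpi, and 306 without that replicate at 24 hpi or 689 without Pst ∆cor AvrRps4 replicate 2.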

While R493A was slow in ETI transcriptional reprogramming against both *Pst AvrRps4* and *Pst ∆cor AvrRps4* (Fig. 4b), there remained 1009 (8 hpi) and 210 (24 hpi) DEG between these treatments in R493A (Supplementary Table 2), indicating that the transcriptional delay in R493A is compounded by COR. 

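In R493A, 1036 genes changed between the treatments relative to Col at 8 hpi, 754 higher and 282 lower with Pst ∆cor AvrRps4, and 239 at 24 hpi (82 higher, 157 lower). The balance at 24 hpi did not hold: limma-voom gave 186 higher and 184 lower, and the 4 groups fitted alone 429 and 233. Of the 1036, 381 also changed in eds1-2, 371 of them in the same direction, and 47 changed in cEDS1. These contrasts share the Col libraries. In 8 simulations without differences the R493A and eds1-2 contrasts had a mean correlation of 0.465 across genes, and 0 genes were DEG in both by edgeR. With a mean of only 0.125 DEG for R493A in them, the 0 cannot show how far sharing raises the overlap. Fitting the 4 groups alone gave 2003 DEG at 8 hpi and 662 at 24 hpi. Leaving out Col replicate 1 with Pst ∆cor AvrRps4 gave 662 at 8 hpi and leaving out R493A replicate 2 with Pst AvrRps4 gave 675. At 24 hpi the count was 87 without Col replicate 1 and 82 without R493A replicate 2 with Pst AvrRps4. With Pst ∆cor AvrRps4 it was 106, 154 and 158 without Col replicates 1, 2 and 3, and 106, 101 and 493 without R493A replicates 1, 2 and 3. The 5 largest changes to higher values at 8 hpi fell on genes with few reads. These were AT3G45390, AT2G29165, AT3G01175, AT2G28085 and CYCP3;2 (AT3G60550), with at most 73 reads in any group of 3 libraries. AT3G45390 had 51 reads in R493A with Pst ∆cor AvrRps4 and 0 with Pst AvrRps4, against 24 and 26 in Col. AT2G28085 and CYCP3;2 had fewer reads in R493A with Pst ∆cor AvrRps4 (14 and 12) than with Pst AvrRps4 (44 and 13) and rank high because Col had 0 with Pst ∆cor AvrRps4. The 5 largest changes to lower values were in GLIP6 (AT1G71120), ASL1 (AT5G66870), HA9 (AT1G80660), AT5G66150 and AT3G48770. HA9, AT5G66150 and AT3G48770 had 81, 989 and 396 reads in Col with Pst ∆cor AvrRps4 against 2, 30 and 27 with Pst AvrRps4. AT3G01175 lost its call without Col replicate 3 (5.64) and HA9 without Col replicate 3 (-5.04) or R493A replicate 1 (-4.81), all with Pst AvrRps4. The calls of AT2G28085, CYCP3;2, ASL1 and AT5G66150 held without 5, 1, 6 and 4 of the 12 libraries left out in turn, and without most others CYCP3;2 fell under the filter on reads. The call of AT3G48770, -4.78 (standard error 0.89, adjusted p = 7.1e-04 from edgeR's quasi-likelihood test), held without each library, as did those of AT3G45390, AT2G29165 and GLIP6.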

Because R493A is susceptible to *Pst AvrRps4* but resistant to *Pst ∆cor AvrRps4* infection (Fig. 3a), we concluded that EDS1 early interference with COR-dependent expression changes (before or at 8 hpi) is important for inhibiting bacterial growth in the TNL immune response.

### COR represses a set of immunity-related genes in R493A

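The 383 genes of cluster 17, as listed in Supplementary Data 1, were all tested, and the study chose the list on these samples, so that its behaviour in them is not independent evidence. In R493A at 8 hpi, 226 of them were DEG over all genes tested, all higher with Pst ∆cor AvrRps4 relative to Col, and 298 passed when p was adjusted over the list alone. The median log2 fold change was 1.68, against 0.11 over all genes, and 378 of the 383 were higher. With the 2 list genes that had a group without reads set to their bound, the median was also 1.68. Camera with a preset correlation of 0.01 gave p = 1.8e-72 and fry gave p = 4.1e-07. Over alternatives the median lay between 1.61 and 1.81. The count was 219 when the 6 libraries with conflicting labels were added by title and 35 when they were added by genotype field. By either label none of the 6 is R493A or Col. They enter this contrast only through the filter, scaling and spread of the shared fit. By genotype field, 0 genes were DEG between eds1-2 and cEDS1 with Pst AvrRps4 at 8 hpi. Per library, the median log2 ratio of the list to Col in R493A was -1.14 ± 0.14 (SD, n = 3) with Pst AvrRps4 and 0.35 ± 0.07 (SD, n = 3) with Pst ∆cor AvrRps4. The difference of 1.49 had p = 0.1 in a two-sided exact permutation test, the smallest that 3 against 3 allow. Libraries of a treatment share the same Col mean, whose error this p does not cover. In cEDS1 it was -0.02 ± 0.05 (SD, n = 2) and 0.27 ± 0.12 (SD, n = 3).

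**Figure D3:**
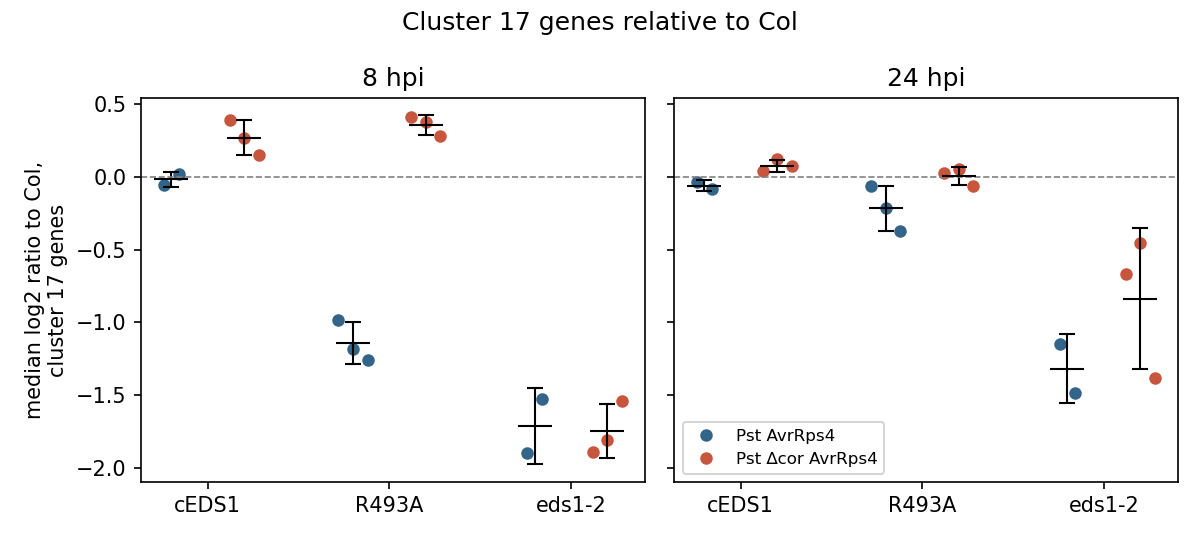
Median log2 ratio to Col of the 383 cluster 17 genes in each library of cEDS1, R493A and eds1-2 at 8 and 24 hpi by treatment; points are libraries (n = 2 for cEDS1 and eds1-2 with Pst AvrRps4, n = 3 otherwise), horizontal bars means and error bars SD. At 8 hpi the R493A means are -1.14 with Pst AvrRps4 and 0.35 with Pst ∆cor AvrRps4.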

One expression cluster (#17) stood out in the above analysis because it contains EDS1-dependent DEG at 8 hpi that are more highly expressed in R493A with *Pst ∆cor AvrRps4* compared to *Pst AvrRps4* (Fig. 4c, Supplementary Data 1), suggesting there is COR repression of a set of genes in R493A but not in cEDS1 (which counters COR effects) in TNL immunity. 

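At 8 hpi the log2 fold change of R493A between treatments relative to Col was 1.48 for MPK3 (AT3G45640; standard error 0.55, adjusted p = 0.102) and 1.18 for MPK2 (AT1G59580; standard error 0.34, adjusted p = 0.026), from edgeR's quasi-likelihood test as for the genes that follow. Among the cell death genes, RPS2 (AT4G26090) changed by 2.26 (adjusted p = 0.048), NPR1 (AT1G64280) by 1.40 (adjusted p = 0.026) and CPR5 (AT5G64930) by 0.35 (adjusted p = 0.544). Among the defence genes, RPS4 (AT5G45250) changed by 1.24 (adjusted p = 0.0087), RPP4 (AT4G16860) by 1.82 (adjusted p = 0.0044) and ADR1-L2 (AT5G04720) by 1.74 (adjusted p = 0.056). MPK2, RPS2, NPR1, RPS4 and RPP4 were DEG. RPS2 lost its call without any library but R493A replicate 1 with Pst AvrRps4, at log2 fold changes from 2.10 to 2.36. MPK2 lost its call without replicate 3 of Col (1.13) or R493A (1.08) with Pst AvrRps4, without Col replicate 1 (1.19) or 2 (1.12) and without R493A replicate 1 (1.12) with Pst ∆cor AvrRps4. NPR1 lost its call without R493A replicate 2 (1.36) or 3 (1.30) with Pst AvrRps4, and without Col replicate 1 (1.38) or 2 (1.41) or R493A replicate 1 (1.40) with Pst ∆cor AvrRps4. ADR1-L2 became a DEG without R493A replicate 3 with Pst ∆cor AvrRps4 (1.91). The calls of RPS4 and RPP4 held without each library.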

Cluster #17 comprises 383 genes associated with Gene Ontology (GO) terms phosphorylation (37/376 eg. *MPK3*, *MPK2*), cell death (18/376 eg. *RPS2*, *NPR1, CPR5*) and defence responses (73/376 eg. *RPS4*, *RPP4, ADR1-L2*) (Supplementary Data 2). 

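The 8 WRKY genes of cluster 17 were all higher in R493A at 8 hpi with Pst ∆cor AvrRps4 relative to Col, with log2 fold changes from 0.95 to 2.90, and this direction held under every alternative run. WRKY19 (AT4G12020) was the 1 DEG among them, at 1.17 (standard error 0.29, adjusted p = 0.010 from edgeR's quasi-likelihood test). WRKY38 (AT5G22570) changed by 2.90 with an adjusted p of 0.060 in edgeR. The number of WRKY genes called was 5 with limma-voom, 3 with replicate as a block and 7 with the 4 groups fitted alone. Cluster 17 was chosen on these same libraries, so the shared direction of its WRKY genes is not independent evidence.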

Notable members of cluster #17 are functionally defined *NLR* (*TNL* and *CNL*) and *WRKY* family TF genes (Fig. 4c, Supplementary Data 1).

We found a significant overlap between cluster #17 genes and genes regulated by the SA analogue Benzothiadiazole (BTH)^25^ or JA^48^ (Fig. 4d; Supplementary Data 3). This comparison suggests that early in bacterial infection, TNL/EDS1 signalling protects a large number of SA-promoted/JA-repressed (169/383) genes but also a set of SA/JA-unrelated immunity genes (82/383) from bacterial COR repression. 

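The JA column of Supplementary Data 3 holds 122 cluster 17 genes, the BTH column 282 and the non-overlapping column 76. As listed, 97 genes are in both the JA and BTH columns, 25 in the JA column only, 185 in the BTH column only and 76 in neither. In R493A at 8 hpi, 85 of the 122 JA genes were DEG, all higher with Pst ∆cor AvrRps4, with a median log2 fold change of 1.91. Of the BTH genes 174 were DEG, with a median of 1.77, and of the non-overlapping genes 35, with a median of 1.07. Adjusted over the list alone, the counts were 108, 233 and 46. Camera p for these was 6.0e-53, 6.0e-70 and 1.2e-28, and fry p was 4.2e-06, 2.9e-06 and 8.4e-11. The columns are parts of cluster 17, which was chosen on these same libraries, so these p values are not independent evidence. The JA count was 53 without R493A replicate 2 with Pst AvrRps4 and 53 without Col replicate 1 with Pst ∆cor AvrRps4.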

One third (118/383) cluster #17 genes overlap with a set of ETI-associated genes extracted from transcriptomic analyses of the *Arabidopsis RPS2* (CNL) response to AvrRpt2 expressed *in planta* or delivered by *Pst* bacteria^9,49,50^ (Supplementary Fig. 4C). Therefore, cluster #17 likely contains some new ETI-related genes. We did not detect significant enrichment of particular *cis*-regulatory elements in the promoters of cluster #17 genes (by MEME, http://meme-suite.org), suggesting that these genes are controlled by multiple TFs.

In summary, comparing cEDS1, *eds1-2* and R493A transcriptomes between *Pst AvrRps4* and *Pst ∆cor AvrRps4* treatments uncovered a set of TNL/EDS1-controlled genes (cluster #17) whose repression in response to bacterial COR at 8 hpi is inadequately blocked by EDS1^R493A^. Therefore, R493A highlights a role of the EDS1 heterodimer EP-domain in countering bacterial COR repression of host immunity genes within the first 8 h of TNL immunity.

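At 24 hpi, 0 of the 383 cluster 17 genes were DEG in R493A between treatments by edgeR, against 4 by limma-voom and 8 by DESeq2, and the fit of the 4 groups alone called 28. The median log2 fold change was 0.24. Over all genes 3167 had an unadjusted p under 0.05 at this time. At its preset inter-gene correlation camera gave p = 5.1e-06 for the list and fry gave p = 0.392, so that this call does not hold under fry. Without R493A replicate 1 or Col replicate 3 with Pst AvrRps4 the count was 1, and without R493A replicate 3 with Pst ∆cor AvrRps4 it was 2. In eds1-2 at 24 hpi 47 list genes were DEG, 34 higher and 13 lower, with a median of 0.60 (camera at the same correlation, p = 3.9e-08; fry, p = 0.124). Without eds1-2 replicate 3 with Pst AvrRps4 this count was 19, and with Pst ∆cor AvrRps4 it was 28 without eds1-2 replicate 2 and 77 without replicate 3, where the list also passed under fry. From the higher expression of cluster 17 genes in R493A without coronatine at 8 hpi, and the small change in cEDS1, the paper concludes that the EP-domain of the EDS1 heterodimer counters repression of host genes by coronatine early in the response.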

### A positive charge at EDS1^R493^ is essential for TNL immunity

We have shown that mutations of positively charged residues in the EDS1 EP cavity impair TNL immunity (Supplementary Fig. 1C and Fig. 1b, c). To test the importance of the charge at R493, we generated positively (lysine, cEDS1^R493K^) and negatively (glutamate, cEDS1^R493E^) charged variants of EDS1^R493^. Like EDS1^R493A^, YFP-tagged EDS1^R493K^ and EDS1^R493E^ displayed wild-type nucleocytoplasmic localisation in transient expression assays in *N. benthamiana* (Supplementary Fig. 5A). The FLAG-tagged EDS1^R493^ variants interacted with PAD4-YFP in IP experiments (Supplementary Fig. 5B), consistent with the charge at the EP cavity not affecting heterodimer formation. Additionally, the EDS1^R493^ mutations did not alter interactions between EDS1/PAD4-YFP complexes and StrepII-HA(SH)-tagged MYC2 in IPs of transiently expressed proteins (Supplementary Fig. 5C), showing that R493 does not affect EDS1/PAD4 association with MYC2. In these assays, EDS1 but not EDS1^LLIF^ (which fails to bind PAD4 stably) decreased PAD4–MYC2 IP signals (Supplementary Fig. 5C), consistent with earlier evidence that PAD4–MYC2 interaction is competed by EDS1 in IPs and that PAD4–MYC2 binding alone does not explain antagonism of MYC2 in TNL (*RRS1S RPS4*) ETI^19^.

Two independent homozygous transgenic lines (#1 and #2) were selected in *Arabidopsis eds1-2* for cEDS1^R493K^ and cEDS1^R493E^. In these lines, YFP-tagged EDS1^R493K^ protein accumulated to similar or slightly higher levels than EDS1^R493A^ whereas EDS1^R493E^ accumulation was lower (Supplementary Fig. 6A, B). There was increased accumulation of all EDS1 forms in response to *Pst AvrRps4* at 24 hpi. In *RRS1S RPS4* resistance to *Pst AvrRps4* (Supplementary Fig. 6A, B) and *RPP4* resistance to *Hpa* EMWA1 (Fig. 5a), the R493E lines were as susceptible as *eds1-2* and R493 A, whereas R493K and cEDS1 lines were as resistant as Col. Therefore, a positive charge at EDS1 amino acid 493 rather than arginine *per se* is required for TNL immunity.

**Fig. 5:**
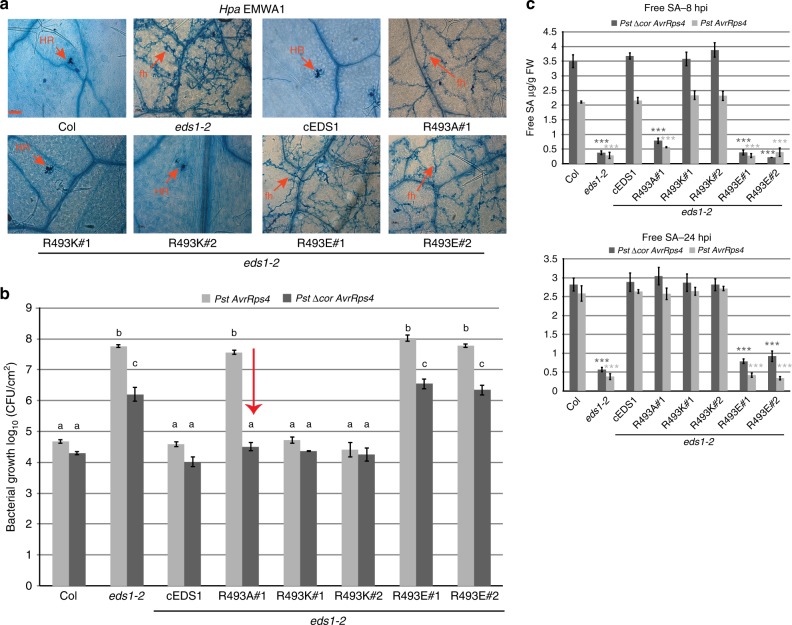
**a** positive charge at EDS1^R493^ is essential for TNL immunity. *RPP4* resistance phenotypes of 2-week-old control and *Arabidopsis* transgenic lines expressing cEDS1 and R493 mutants, as indicated. *Hpa* EMWA1 infected leaves were stained with trypan blue at 5 dpi. Scale bar represents 100 μm. Each image is representative of > 18 leaves from two independent experiments. HR, hypersensitive response; fh, pathogen free hyphae. **b** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* and *Pst ∆Cor AvrRps4* (OD_600_–0.0005). Bacterial titres were determined at 3 dpi. Bars represent means of three biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p* < 0.05). Similar results were obtained in three independent experiments. **c** Four-week-old plants were infiltrated with *Pst AvrRps4* or *Pst ∆Cor AvrRps4* and free SA was quantified at 8 and 24 hpi. Bars represent means ± SE of three biological replicates. Differences between genotypes within treatments were analysed using Student’s *t*-test (Bonferroni corrected, ***p < 0.05) relative to Col. Similar results were obtained in two independent experiments

Because R493A susceptibility to *Pst AvrRps4* was conditional on COR (Fig. 3a), we tested TNL (*RRS1S RPS4*) responses of R493K and R493E to *Pst AvrRps4* and *Pst ∆cor AvrRps4*. Measured against Col, cEDS1 and *eds1-2*, R493K was fully resistant and R493E fully susceptible to both *Pst AvrRps4* strains, whereas R493A#1 was susceptible only to *Pst AvrRps4* (Fig. 5b). Free SA accumulation in the R493K and R493E lines at 8 and 24 hpi with *Pst AvrRps4* or *Pst ∆cor AvrRps4* mirrored, respectively, cEDS1 and *eds1-2* (Fig. 5c).

We next measured the expression of marker genes (*EDS1*, *PAD4* and *ICS1*) for the EDS1/PAD4-induced SA immunity branch at 8 hpi with *Pst AvrRps4* and *Pst ∆cor AvrRps4* in the R493K and R493E lines compared to Col-0, *eds1-2*, cEDS1 and R493A#1 (Supplementary Fig. 6C). The disease resistance, SA accumulation and gene expression phenotypes show that R493K phenocopies wild-type *EDS1*, and R493E the *eds1-2* null mutant. We performed qRT-PCR analysis of MYC2-branch JA response marker genes *SA methyl transferase 1* (*BSMT1*), *JAZ10* and *Vegetative Storage Protein* 1 (*VSP1*) in the R493 variants at 24 hpi with *Pst AvrRps4*^19^. Here, R493K behaved like wild-type cEDS1 and R493E like *eds1-2* (Supplementary Fig. 6D). By contrast, R493A repressed *BSMT1*, *JAZ10* and *VSP1* MYC2-branch genes nearly as strongly as cEDS1 (or Col) (Supplementary Fig. 6D). Hence, EDS1^R493A^ antagonism of the COR-stimulated MYC2-branch at a late time point (24 hpi) is insufficient for restricting *Pst AvrRps4* infection in ETI (Fig. 3a). We concluded that a positive charge at EDS1^R493^ is critical for timely defence gene expression changes and for effective *RRS1S RPS4*-triggered immunity.

### EDS1^R493A^ weak function is responsive to TNL activation

EDS1/PAD4 complexes confer post-infection basal immunity to virulent *Pst* DC3000 in the absence of TNL-effector recognition^39,40,42,43^. We therefore tested whether EDS1^R493A^ restriction of *Pst* DC3000 growth is conditional on bacterial COR by infiltrating leaves of different EDS1^R493^ variants with *Pst* DC3000 or *Pst ∆cor*. Col, cEDS1 and R493K expressed similar resistance to each bacterial strain, with ~10-fold higher *Pst* DC3000 growth than *Pst ∆cor* at 3 dpi (Fig. 6a). The *eds1-2*, R493A and R493E lines were similarly susceptible to each strain, with ~100-fold higher *Pst* DC3000 growth compared to *Pst ∆cor* (Fig. 6a). Therefore, R493A does not recover basal resistance to *Pst ∆cor* in contrast to the recovered TNL resistance to *Pst ∆cor AvrRps4* (Fig. 5b). These data show that a positive charge at EDS1^R493^ is essential for both TNL ETI and basal immunity against *Pst* bacteria, and that EDS1^R493A^ is partially equipped for TNL ETI but unequipped for basal immunity regardless of bacterial COR repressive effects.

**Fig. 6:**
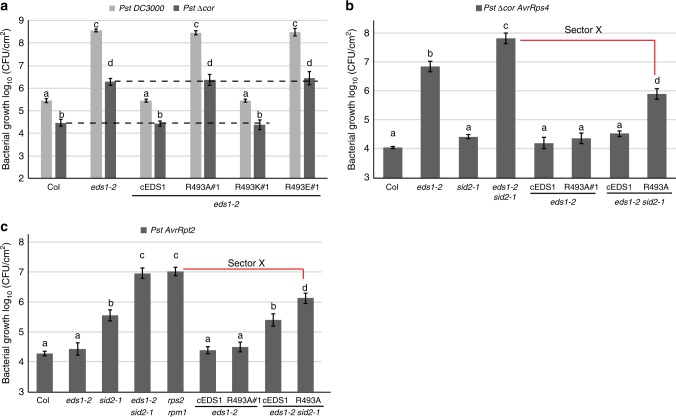
EDS1^R493^ signals in TNL and CNL (*RPS2*) immunity. **a** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst* DC3000 and *Pst* ∆Cor (OD_600_–0.0005). Bacterial titres were determined at 0 and 3 dpi. No significant difference was observed between lines and treatments at 0 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p* < 0.005). Similar results were obtained in three independent experiments. **b** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst ∆Cor AvrRps4* (OD_600_–0.0005). Bacterial titres were determined at 0 and 3 dpi. No significant difference was observed at 0 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p* < 0.005). Similar results were obtained in three independent experiments. **c** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRpt2* (OD_600_–0.0005). Bacterial titres were determined at 0 and 3 dpi. No significant difference was observed at 0 dpi. Bars represent mean of four biological replicates ± SE. Differences between genotypes were analysed using ANOVA (Tukey’s HSD, *p* < 0.005). Similar results were obtained in three independent experiments

### CNL receptor RPS2 signals via the EDS1 EP-domain in ETI

The *ICS1*/SA pathway partially compensates for *eds1* loss-of-function in TNL ETI mediated by *RRS1S RPS4* and fully for *eds1* in CNL ETI mediated by *RPS2* or *HRT* (*HR to turnip crinkle virus*)^17,44^. We removed the *ICS1*/SA sector to expose an EDS1-only resistance function by crossing cEDS1 and R493A#1 transgenic lines into an *eds1 ics1* (*eds1-2 sid2-1*) mutant background. Growth of *Pst ∆cor AvrRps4* and *Pst AvrRpt2* bacteria was then quantified as a measure, respectively, of TNL (*RRS1S RPS4*) and CNL (*RPS2*) immunity. As expected, cEDS1 and R493A (in *eds1-2*) conferred full TNL immunity to *Pst ∆cor AvrRps4*, as did cEDS1 in *eds1-2 sid2-1* (Fig. 6b), consistent with EDS1 compensating for loss of *ICS1*-generated SA in TNL ETI^17^. By contrast, *Pst ∆cor AvrRps4* growth in R493A *eds1-2 sid2-1* was intermediate between cEDS1 *eds1-2 sid2-1* and *eds1-2 sid2-1* (Fig. 6b). Therefore, *ICS1*-generated SA compensates fully for R493A weak function in *RRS1S RPS4* ETI.

In the *Pst AvrRpt2* growth assays, R493A in *eds1-2 sid2-1* also exhibited intermediate susceptibility between cEDS1 *eds1-2 sid2-1* and *eds1-2 sid2-1* (Fig. 6c). These data show that the same EDS1 EP-domain surface functions in bacterial resistance mediated by a TNL receptor pair and a CNL receptor, and that in both ETI systems the weak resistance signalling activity of EDS1^R493A^ is buffered by *ICS1*/SA. Significantly, after stripping away SA and COR/JA effects, there was residual *EDS1-*controlled resistance in R493A *eds1-2 sid2-1* compared to *eds1-2 sid2-1* plants (Fig. 6b). Because this remaining resistance in R493A is independent of SA/COR effects in TNL ETI, we propose it is a further resistance output (sector X) regulated by the EDS1 EP domain (Fig. 7).

**Fig. 7:**
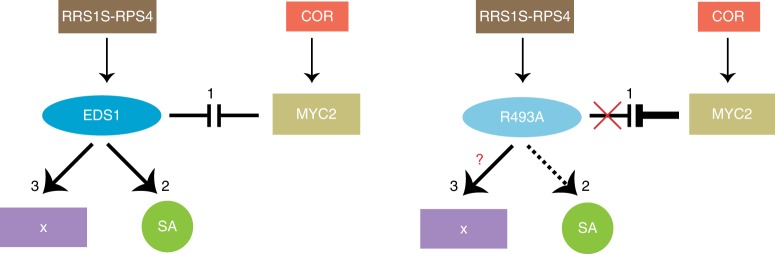
A model of EDS1 signalling branches in RRS1S RPS4 ETI. A three-pronged ETI signalling model derives from comparisons of wild-type EDS1, EDS1^R493A^ and *eds1-2* phenotypes in this study. Three interconnected EDS1 outputs contribute to robust TNL ETI: (1) TNL-activated wild-type EDS1 effectively counters COR antagonism of immunity gene expression via MYC2. The defective EDS1 EP-domain mutant R493A is susceptible in TNL ETI against *Pst AvrRps4* due to its inability to counter COR/MYC2 antagonism. (2) Wild-type EDS1 boosts SA accumulation independently of antagonising MYC2 while EDS1^R493A^ delays SA accumulation (dashed lines) independently of COR repressive effects. (3) An additional EDS1 branch (X) in TNL (*RRS1S RPS4*) ETI is revealed after removing *ICS1*/SA and COR effects. The EDS1 EP-domain, and more specifically EDS1^R493^, is also required for this resistance branch. The nature of branch X requires further study

## Discussion

*Arabidopsis* EDS1 heterodimers, formed principally by the N-terminal lipase-like domains, are required for TNL-triggered ETI and basal immunity against host-adapted bacterial (*Pst*) and oomycete (*Hpa*) pathogens^39–41,43,51^. Current evidence suggests that the partner lipase-like domains with characteristic ɑ/β-hydrolase folds stabilise the heterodimer, bringing together the essential ɑ-helical EP-domains to form a cavity^42,43^. Here, using structure-guided mutants and reductionist genetic approaches, we identify conserved positively charged residues (K440/441, K478 and R493) lining the EDS1 EP-domain cavity which control TNL immunity signalling beyond heterodimer formation. Analysis of EDS1^R493A^ defects in TNL ETI against COR-producing bacteria shows that the EP-domain ensures rapid transcriptional mobilisation of host immune response pathways and timely blocking of bacterial COR-mediated repression of EDS1-induced immunity genes. We further establish that the same EDS1 EP-domain surface lining the cavity is utilised by a CNL receptor (RPS2) in ETI, and as in the TNL bacterial response, CNL resistance is made up of three genetically separable resistance sectors.

We focused on a single conserved, positively charged EP-domain residue, EDS1^R493^, because mutation of this to a neutral alanine (R493A) caused complete loss of TNL immunity to *Pst AvrRps4* and two *Hpa* strains, EMWA1 and CALA2 (Fig. 1b, c, e), indicating its broad importance for TNL ETI. A positive EDS1^R493^ charge rather than the arginine *per se* is required for ETI because an R493K exchange behaved as wild-type EDS1, and R493E as the null *eds1-2* mutant, in *Pst AvrRps4* and *Hpa* EMWA1 infection assays (Fig. 5a, b). Thus, altering the charge at position R493 disables EDS1 heterodimer function without disturbing its interfaces (Fig. 5a, b, Supplementary Fig. 5B). Retained partner interactions of EDS1^R493A^, EDS1^R493K^ and EDS1^R493E^ variants (Supplementary Fig. 5A, B) and molecular modelling suggest that the charge differences do not destroy integrity of the EP-domain but rather modify ionic interactions in the cavity. Mutation of PAD4^R420^ with a highly similar sequence and structural environment to EDS1^R493^ but outside the cavity, did not compromise TNL ETI (Fig. 1d, e), suggesting that the location and charge of EDS1^R493^ within the EP-domain cavity are crucial for EDS1-PAD4 signalling. We anticipate that functional interactions between the heterodimer EP-domains and other proteins or molecules are determined by the charge status of EDS1^R493^ and other positive residues lining the cavity (Supplementary Fig. 1C). The R493A transgenic lines #1 and #2 accumulated less EDS1-YFP protein than a control cEDS1 line (Supplementary Fig. 2C, 3A, 6A, B). We established that R493A lower accumulation does not account for its defect in TNL immunity because EP-domain K487A and K387A mutant lines, as well as R493K line #1, with similar EDS1 protein levels as R493A, expressed full TNL immunity to *Pst AvrRps4* and *Hpa* EMWA1 (Fig. 5a, b and Supplementary Fig. 2D, E, 6A, B). Additionally, EDS1^R493A^ expressed from a genomic construct in gR493A lines was as abundant as cEDS1 and yet fully defective in TNL ETI (Supplementary Fig. 3). We cannot exclude that low accumulation of EDS1^R493E^ protein with a negative charge at residue R493 (Supplementary Fig. 6A, B) is below the threshold needed for a working EDS1 pool, although in a previous study very low amounts of nuclear-enriched EDS1-YFP protein were found to be sufficient for TNL ETI against *Pst AvrRps4* and *Hpa* EMWA1^36^.

A striking feature of EDS1^R493A^ is that loss of TNL immunity to *Pst AvrRps4* is conditional on bacterial COR signalling via *MYC2*, as indicated by *Pst AvrRps4* and *Pst Δcor AvrRps4* growth differences in R493A transgenic lines and fully restored resistance to *Pst AvrRps4* in an R493A *eds1-2 myc2-3* background (Fig. 3a, b and Fig. 5b). By contrast, EDS1^R493A^ behaves as a complete loss-of-function mutation in basal resistance to virulent *Pst DC3000* or *Pst Δcor* (Fig. 6a). Thus, TNL (*RRS1S RPS4*) effector recognition and/or activation^13,14,52^ appears to equip EDS1 complexes, via the EP-domain positively charged surface, to block COR/MYC2-stimulated *Pst* growth (Figs. 3a, 5b).

Loss of TNL (*RPP4*) immunity to *Hpa* EMWA1 in R493A was not recovered by mutation of *MYC2* (Fig. 3c). Therefore, EDS1 heterodimers via the EP-domains likely mobilise other anti-microbial pathways or processes against *Hpa* independently of antagonising MYC2 signalling. The *Arabidopsis* mutant combinations characterised here will help to identify which pathways or sectors are responsible for restricting *Hpa* growth in TNL ETI, building on earlier gene expression microrarray analyses of ETI responses to *Hpa* isolates^53,54^. A number of protein effectors delivered to plant host cells by *Hpa*, fungi and *P. syringae* bacteria suppress SA immunity by targeting JA signalling^24,25,55–57^. For example, *P. syringae* effectors HopX1 and HopZ1 derepress JA response genes independently of bacterial COR^55,57^. *P. syringae* effector HopBB1 activates a subset of JA outputs by increasing the binding between two JA response repressors, JAZ3 and a TF TCP14, leading to their COI1-mediated elimination^25^. *Hpa* effector HaRxL44 interacts with and degrades Mediator subunit 19 A to suppress SA signalling^56^. Since, EDS1 complexes effectively block bacterial COR virulence early in *RRS1S RPS4* ETI (Figs. 3a, 5b) and in our RNA-seq analysis there is a significant overlap between TNL/*EDS1*-dependent DEG at 8 hpi and SA/JA-responsive genes (Supplementary Fig. 4B), we speculate that an important EDS1 heterodimer function in ETI is to preserve SA-based immunity against interference with the phytohormone network by effectors from multiple pathogens.

A further insight to TNL/EDS1 ETI against *Pst AvrRps4* bacteria gained from this analysis is that perturbation of the EDS1 EP-domain in R493A lines causes a general delay in transcriptional reprogramming of defence pathways, which, although not caused by bacterial COR, renders the plant vulnerable to COR disease-promoting effects. This is seen most clearly at the level of free (active) SA accumulation at 8 hpi and 24 hpi (Figs. 2a, 4a) and in RNA-seq analyses of wild-type Col (or cEDS1), *eds1-2* and R493A responses at 8 hpi and 24 hpi with *Pst AvrRps4* and *Pst ∆cor AvrRps4* (Figs. 2c, 4b, c). Partial recovery of gene expression changes in R493 A lines at 24 hpi with *Pst AvrRps4* without restoration of *RRS1S RPS4* immunity (Figs. 2, 4b) further emphasizes that there is a critical expression time-window for ETI to succeed. Hence, early TNL/EDS1 induction of the *ICS1*/SA resistance branch and probably numerous other anti-microbial outputs (before or at 8 hpi) is important for TNL ETI against COR-producing *Pst AvrRps4* (Figs. 3a, 6b). This might also be the case for TNL-recognised *Hpa* strains (Fig. 1b, e), although the time-frame for transcriptional activation of ETI responses to *Hpa* strains appears to be more protracted^53,54^. It remains to be established whether timely defence gene expression reprogramming mediated by the EDS1 EP-domain is also necessary for TNL immunity against *Hpa* strains.

Based on the above data, we propose that effective TNL/EDS1 immunity involves a critical early step for rapid transcriptional activation of a broad set of defence pathways, rather than selectively mobilising resistance outputs. This makes sense because ETI and basal immune responses differ principally in timing and amplitude of transcriptional reprogramming, while the topology of co-expression networks appears to be quite stable^5,8,9,49,58^. Moreover, ETI specifically triggered by one pathogen effector or strain confers broad-spectrum immunity to a range of pathogen types^59^.

By comparing *Pst AvrRps4* and *Pst ∆cor AvrRps4* transcriptomes in a weakly active EDS1^R493A^ mutant we have uncovered an interesting set of immune-related DEG (cluster #17) (Fig. 4c). These genes would not have emerged from analysis of cEDS1 and null *eds1-2* mutant responses alone because they are repressed at 8 hpi only with *Pst AvrRps4* in R493A (Fig. 4c). 

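The study clustered these same libraries and describes cluster 17 as raised in R493A alone. Its small change in cEDS1 and eds1-2 is therefore not independent evidence. In cEDS1 at 8 hpi, 0 of the 383 cluster 17 genes changed between treatments relative to Col by edgeR, limma-voom or DESeq2, and 1458 of all genes had an unadjusted p under 0.05. The fit of the 4 groups alone called 2, and without the subtraction of Col there were 25. The median was 0.28, with 316 genes higher (camera at its preset inter-gene correlation, p = 2.5e-06; fry, p = 0.261). In eds1-2, 7 list genes were DEG, 6 of them higher, and the median was -0.09 (camera at the same correlation, p = 0.081; fry, p = 0.704). The eds1-2 median was 0.15 without eds1-2 replicate 3 with Pst AvrRps4. It was -0.25 without replicate 1 of that group and -0.22 without eds1-2 replicate 3 with Pst ∆cor AvrRps4, with camera p then under 0.05. The count of 7 became 3 without eds1-2 replicate 1 and 4 without replicate 3 with Pst AvrRps4. With Pst ∆cor AvrRps4 it was 3 without eds1-2 replicate 1, 15 without eds1-2 replicate 3, 3 without Col replicate 1 and 4 without Col replicate 2 or 3. Relative to Col the list stood at -1.71 ± 0.26 (SD, n = 2) in eds1-2 with Pst AvrRps4 and at -1.74 ± 0.18 (SD, n = 3) with Pst ∆cor AvrRps4. The difference was -0.03 (two-sided exact permutation test, p = 0.9, where the smallest possible is 0.1). Libraries of a treatment share the same Col mean, whose error this p does not cover.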

Cluster #17 contains a number of functionally defined *NLR* receptor and *WRKY* TF genes, and one member (*ADR1-L2*) of a family of conserved helper NLRs (Fig. 4c), which contribute to ETI^60–62^. Most of the cluster #17 genes are not represented in ‘ETI-related’ gene sets extracted from *RPS2* (CNL) transcriptomic analyses (Supplementary Fig. 4C)^9,49^. Therefore, cluster #17 might represent a new level of plant host gene expression control in TNL ETI in which key immunity components are protected from pathogen repression. It is tempting to speculate that susceptibility of R493A to *Hpa* (Fig. 1b, c) is due in part to a failure to block *Hpa* effectors from targeting some or all of these genes for repression.

Analysis of EDS1^R493A^ reinforces a two-pronged EDS1 transcriptional mechanism in *RRS1S RPS4* ETI–(i) promoting *ICS1* generated SA and (ii) blocking COR/MYC2 suppression of SA immunity^19^ (Fig. 7). Delayed free SA accumulation in R493A plants at 8 hpi with *Pst AvrRps4* and *Pst ∆cor AvrRps4* (Fig. 4a) highlights a failure of this weak EDS1 allele to rapidly mobilise the SA-branch independently of COR. Moreover, early antagonism of COR/MYC2 signalling is important in *RRS1S RPS4* ETI because EDS1^R493A^ is fully susceptible to *Pst AvrRps4* despite being able to suppress COR/MYC2 marker genes almost as well as cEDS1 later at 24 hpi (Figs. 2c, 4c). It is significant that EDS1^R493A^ retains a portion of TNL resistance to *Pst ∆cor AvrRps4* after removal of the *ICS1*/SA branch in an *eds1-2 sid2-1* double mutant (Fig. 6b). 

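At 24 hpi with Pst AvrRps4, MYC2 (AT1G32640) was higher in eds1-2 than in cEDS1 by a log2 fold change of 1.36 (standard error 0.34, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In R493A it was higher than in cEDS1 by 0.49 (standard error 0.31, adjusted p = 0.446) and lower than in eds1-2, at -0.88 (standard error 0.30, adjusted p = 0.049, under the limit on the fold change). JAZ10 (AT5G13220) was at 0.91 (standard error 0.80) in R493A and 1.85 (standard error 0.88) in eds1-2 relative to cEDS1, BSMT1 (AT3G11480) at 0.22 and 0.31 and VSP1 (AT5G24780) at 1.30 and 1.47, and none of these was a DEG in edgeR. JAZ10 was a DEG between eds1-2 and cEDS1 with limma-voom (1.85, adjusted p = 0.011).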

We therefore add a third EDS1 TNL immunity sector (denoted X in Fig. 7) which is independent of SA and JA/COR crosstalk. By testing R493A *eds1-2 sid2-1* plants in ETI conferred by CNL receptor *RPS2* recognising *Pst AvrRpt2*^44,50^ (Fig. 6c), it becomes clear that the EDS1 EP-domain cavity surface signals in bacterial ETI triggered not only by TNL receptors but at least one CNL receptor type. This has implications for understanding plant NLR receptor molecular functions because the N-terminal TIR and CC domains are structurally different and therefore unlikely to be solely responsible for signalling via the EDS1 EP-domain in bacterial ETI^4^.

## Methods

### Plant materials, growth conditions and pathogen strains

All mutants and lines are in *Arabidopsis* accession Col-0. The mutants *eds1-2*, *sid2-1*, *eds1-2 sid2-1*, *myc2-3*, *pad4-1 sag101-3*, *eds1-2 myc2-3*, as well as YFP-cEDS1 and gEDS1-YFP *eds1-2* transgenic lines were previously described^19,35,43^. *Pseudomonas syringae* pv. *tomato* (*Pst*) strain DC3000, *Pst ∆cor*, *Pst* DC3000 *AvrRps4* (*Pst AvrRps4*), DC3000 *∆cor AvrRps4* (*Pst ∆cor AvrRps4*) and DC3000 *AvrRpt2* (*Pst AvrRpt2*) are described^17^. Plants were grown on soil in controlled environment chambers under a 10 h light regime (150-200 μE/m^2^s) at 22 °C and 60% relative humidity.

### Pathogen infection assays

For bacterial growth assays, *Pst AvrRps4* or *Pst ∆cor AvrRps4* (OD_600_ = 0.0005) in 10 mM MgCl_2_ were hand-infiltrated into leaves of 4-week-old plants and bacterial titres measured at 4 h post infiltration (day 0) and day 3 as described^41^. Each biological replicate consists of three leaf disks from different plants and data shown in each experiment is compiled from 3–4 biological replicates. Statistical analysis was performed using one-way ANOVA with multiple testing correction using Tukey’s HSD (*p* < 0.005).

For gene expression and protein accumulation assays, leaves from 4-week-old plants were hand-infiltrated with bacteria (OD_600_ = 0.005) and samples taken at indicated time points. For measuring protein accumulation, samples were pooled from at least three different plants. For gene expression analysis by qRT-PCR, four or more leaves from different plants were pooled as one biological replicate and two biological replicates were used in each independent experiment. Statistical analysis was performed by Student’s *t*-test with multiple testing correction using Bonferroni method (*p* < 0.05).

*Hpa* isolates EMWA1 and CALA2 were sprayed onto 2–3 week-old plants at 4 × 10^4^ spores/ml dH_2_O. Plant host cell death and *Hpa* infection structures were visualised under a light microscope after staining leaves with lactophenol trypan blue as described^63^. T_1_ complementation assays of *Arabidopsis* transgenic lines were performed as previously described^45^ and *Hpa*-infected seedlings rescued by spraying with Ridomil Gold (Syngenta). To quantify *Hpa* sporulation on leaves, three pots of each genotype were infected and treated as biological replicates. Plants were harvested at 6 dpi, their fresh weight determined, and conidiospores suspended in 5–10 ml dH_2_O and counted under the microscope using a Neubauer counting chamber.

### RNA isolation, library preparation and sequencing

For RNA-seq experiments, Col, *eds1-2*, cEDS1 and R493A#1 4-week-old plants were infiltrated with *Pst AvrRps4* or *Pst ∆cor AvrRps4* using the same bacterial titre as for gene expression assays. To randomise samples and reduce variation, total RNA was isolated from four individual plants per genotype (three infected leaves per plant) and pooled as one biological replicate. Each biological replicate was from an independent experiment. Total RNA was purified with an RNeasy Plant Mini Kit (Qiagen) according to manufacturer’s instructions. RNA-seq libraries were prepared from 1 µg total RNA according to TruSeq RNA sample preparation v2 guide (Illumina). Library construction and RNA sequencing was done by the Max-Planck Genome Centre (MPIPZ, Cologne), and produced 21–32 million 100 bp single-end reads per sample. RNA-seq reads were mapped to the annotated genome of *Arabidopsis thaliana* (TAIR10) using TOPHAT2 (*a* = 10, *g* = 10)^64^ and transformed into a read count per gene per sample using the htseq-count script (s = reverse, t = exon) in the package HTSeq^65^. Genes with <100 reads across samples were discarded. Count data from the remaining genes were TMM-normalised and log_2_ transformed using functions ‘calcNormFactors’ (R package EdgeR^66^) and ‘voom’ (R package limma^67^). To analyse differential gene expression over time between the different genotypes and treatments, for each analysis we fitted a linear model to the respective log_2_-transformed count data using the function lmFit (R package limma^67^) and subsequently performed moderated *t*-tests for specific comparisons of interest. In all cases, the resulting *p*-values were adjusted for false discoveries due to multiple hypothesis testing via the Benjamini-Hochberg procedure. For each comparison, we extracted a set of significantly differentially expressed genes between the tested conditions (adjusted *p*-value ≤ 0.05, |log2FC| ≥ 1). RNA-seq experiments for *Pst AvrRps4* and *Pst ∆cor AvrRps4* were performed in separate batches and therefore normalised to Col for the respective treatments to negate potential batch effects. The normalised values were used to generate a heatmap with hierarchial clustering. Circos plot was created using the R package ‘Circlize’^68^, to show the overlap of cluster #17 with other datasets.

### qRT-PCR analysis

Total RNA was extracted using a Plant RNA kit (Bio-budget). Five hundred nanogram total RNA was used for cDNA synthesis (quanta bio) and qRT-PCR analysis was performed using SYBR green master mix. The housekeeping gene *GapDH* was used as reference.

### Plasmid constructs

The pENTR/D-TOPO-cEDS1, pENTR/D-TOPO-gEDS1 and pENTR/D-TOPO cPAD4 vectors used for site-directed mutagenesis are previously described^36,43^. Site-directed mutagenesis on the entry vectors was performed according to the QuikChange II site-directed mutagenesis manual (Agilent). Mutated entry clones were verified by sequencing and recombined into a pAM-PAT-based binary vector backbone by LR reaction.

### Generation of *Arabidopsis* transgenic plants

Stable transgenic lines were generated by transforming binary expression vectors into *Arabidopsis* null mutants *eds1-2* or *pad4-1 sag101-3*, as indicated, using *Agrobacterium*-mediated floral dipping.

### Yeast two-hybrid assays

Yeast 2-hybrid (Y2H) assays were performed using the Matchmaker system (Clontech) with strain AH109. Gateway cassettes were cloned into pGADT7 and pGBKT7 plasmids. Newly made PAD4 and EDS1 site-directed EP-domain mutants and the EDS1^LLIF^ variant^43^ were recombined into these plasmids by LR reaction. pGAD-containing and pGBK-containing co-transformants were selected on plates lacking leucine and tryptophan (-LW). Single colonies were re-streaked on plates additionally lacking histidine and adenine (-LWHA) to monitor reporter activation. Yeast growth was recorded after 2–5 days incubation at 30 °C.

### Transient expression in *Arabidopsis* protoplasts

Leaf mesophyll protoplasts were prepared from 4-week-old *eds1-2 pad4-1 sag101-3* plants and transfected with plasmid DNA^69^. After transfection, protoplasts were incubated at room temperature under weak light (1.5 μE/m^2^s) for 16 h. Protoplasts were harvested and IPs performed as described below.

### Protein extraction, immunoprecipitation, immunoblotting

Total leaf extracts or protoplasts were processed in extraction buffer (50 mM Tris pH 7.5, 150 mM NaCl, 10% (v/v) glycerol, 2 mM EDTA, 5 mM DTT, protease inhibitor (Roche, 1 tablet per 50 ml, 0.1% Triton). Lysates were centrifuged for 15 min, 12,000 rpm at 4 °C. 50 µl of supernatant was used as input sample. Immunoprecipitations (IPs) were conducted by incubating the input sample with 12 μl GFP-TrapA beads (Chromotek) for 2 h at 4 °C. Beads were collected by centrifugation at 2000 rpm, 1 min at 4 °C. Beads were washed three times in extraction buffer and boiled at 95 °C in 2× Laemmli buffer for 10 min. Proteins were separated by SDS-PAGE and analysed by immunoblotting. Antibodies used were α-GFP (1:5000; Sigma Aldrich, 11814460001), α-HA (1:5000; Sigma Aldrich, 11867423001), α-FLAG (1:5000; Sigma Aldrich, F3165). Secondary antibodies coupled to Horseradish Peroxidase (HRP) were used for protein detection on blots (1:5000; Sigma Aldrich, 005000000005295191).

### SA quantitation

Free SA was quantified from leaf tissues (70–200 mg fresh weight), of 4-week-old plants using a chloroform/methanol extraction and analysed by gas chromatography coupled to a mass spectrometer (GC-MS, Agilent)^70^. Statistical analysis was performed by Student’s *t*-test with multiple testing correction using the Bonferroni method (*p* < 0.05).

### Statistical analysis

Three independent experiments were performed for all assays unless otherwise indicated. The number of biological replicates used for each experiment shown isindicated in the corresponding figure legend. Statistical significance was determined either using a Student’s *t* test or one-way ANOVA. Bonferroni or Tukey’s HSD Posthoc tests for multiple variate analysis were applied as appropriate.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Source Data

## Data Availability

Source data are provided as a Source Data file. The RNA-seq data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database with accession number GSE116269.

# Supplementary material for: An EDS1 heterodimer signalling surface enforces timely reprogramming of immunity genes in Arabidopsis
**Source:** Nat Commun. 2019 Feb 15;10:772. doi: 10.1038/s41467-019-08783-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table 1: List of DEG between R493A and *eds1-2* at 8 hpi with *Pst AvrRps4*

| GeneID    | Symbol | Description                                     | log2FC.R493A_eds1-2_8hpi | FDR.R493A_eds1-2_8hpi |
|-----------|--------|-------------------------------------------------|--------------------------|-----------------------|
| AT1G54420 |        | unknown protein                                 | 7.01                     | 2.16E-09              |
| AT2G33835 | FES1   | Protein FRIGIDA-ESSENTIAL 1                     | -5.82                    | 3.30E-09              |
| AT4G16870 |        | transposable element gene                       | -5.69                    | 1.78E-08              |
| AT1G54410 |        | dehydrin family protein                         | -9.56                    | 6.31E-07              |
| AT3G57950 |        | unknown protein                                 | 5.91                     | 2.74E-04              |
| AT4G08115 |        | transposable element gene                       | -4.56                    | 6.57E-04              |
| AT4G16910 |        | transposable element gene                       | -3.39                    | 1.77E-03              |
| AT5G10140 | FLC    | MADS-box protein FLOWERING LOCUS C              | -6.86                    | 2.05E-03              |
| AT5G13320 | PBS3   | 4-substituted benzoates-glutamate ligase GH3.12 | 3.70                     | 2.65E-03              |
| AT1G30190 |        | unknown protein                                 | 5.30                     | 5.53E-03              |
| AT3G48090 | EDS1   | Protein EDS1                                    | 6.03                     | 9.92E-03              |
| AT4G04410 |        | transposable element gene                       | -2.41                    | 4.64E-02              |

Supplementary Table 2: Summary of total DEG between *Pst AvrRps4* and *Pst ΔCor AvrRps4* treatments for each genotype at 8 hpi and 24 hpi

| Comparison                            | up (p<0.05) | down (p<0.05) | up (l2fc>1, p<0.05) | down (l2fc<-1, p<0.05) |
|---------------------------------------|-------------|---------------|---------------------|------------------------|
| C08vsA08_eds1-2                       | 1781        | 2061          | 1551                | 1259                   |
| C24vsA24_eds1-2                       | 531         | 922           | 459                 | 528                    |
| C08vsA08_cEDS1                        | 7           | 74            | 7                   | 68                     |
| C24vsA24_cEDS1                        | 0           | 3             | 0                   | 3                      |
| C08vsA08_R493A                        | 811         | 520           | 708                 | 301                    |
| C24vsA24_R493A                        | 113         | 160           | 103                 | 107                    |
|                                       |             |               |                     |                        |
| C08 - <i>pst ΔCOR AvrRps4</i> - 8 hpi |             |               |                     |                        |
| C24- <i>pst ΔCOR AvrRps4</i> - 24 hpi |             |               |                     |                        |
| A08 - <i>pst AvrRps4</i> - 8 hpi      |             |               |                     |                        |
| A24- <i>pst AvrRps4</i> - 24 hpi      |             |               |                     |                        |

Supplementary Table 3: List of primers used in this study

| Name         | Sequence                         | Purpose                   |
|--------------|----------------------------------|---------------------------|
| K387A_F      | gaggtttttaaaggcactagcatggatag    | site-directed mutagenesis |
| K387A_R      | ctatccatgctagtgcctttaaaacctc     | site-directed mutagenesis |
| K487A_F      | gggccgtacatgGCaagaggaagaccaac    | site-directed mutagenesis |
| K487A_R      | gttggtcttctcttGCcatgtacggccc     | site-directed mutagenesis |
| K478A_F      | catcgacatttaGCgaacgaagacacagg    | site-directed mutagenesis |
| K478A_R      | cctgtgtcttcgttcGCTaaatgtcgatg    | site-directed mutagenesis |
| R488A_F      | ggccgtacatgaaaGCaggaagaccaacc    | site-directed mutagenesis |
| R488A_R      | ggttggtcttcttGCTttcatgtacggcc    | site-directed mutagenesis |
| R493A_F      | ggaagaccaaccGCctacatatatgctcag   | site-directed mutagenesis |
| R493A_R      | ctgagcatatatgtagGCggttggtcttcc   | site-directed mutagenesis |
| R493K_F      | gaggaagaccaaccAAGtacatatatgctc   | site-directed mutagenesis |
| R493K_R      | gagcatatatgtaCTTggttggtcttctc    | site-directed mutagenesis |
| R493E_F      | gaggaagaccaaccGAGtacatatatgctc   | site-directed mutagenesis |
| R493E_R      | gagcatatatgtaCTCggttggtcttctc    | site-directed mutagenesis |
| KK440/1-AA_F | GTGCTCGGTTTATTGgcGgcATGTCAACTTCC | site-directed mutagenesis |
| KK440/1-AA_R | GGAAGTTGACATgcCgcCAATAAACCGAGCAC | site-directed mutagenesis |
| R420A_F      | GGAATAGACCTAAAgcGTATGAGGTGATTG   | site-directed mutagenesis |
| R420A_R      | CAATCACCTCATACgcTTTAGGTCTATTCC   | site-directed mutagenesis |
| PR1_F        | TTCTTCCCTCGAAAGCTCAA             | qPCR                      |
| PR1_R        | AAGGCCCAACCAGAGTGTATG            | qPCR                      |
| VSP1-F       | tcatactcaagccaaacgg              | qPCR                      |
| VSP1-R       | ATCCTCAACCAAATCAGC               | qPCR                      |
| JAZ10-F      | TTATGAAGGTCGCTAATGAA             | qPCR                      |
| JAZ10-R      | ATGGGAAGATCTCCTTCTAG             | qPCR                      |
| PAD4-F       | TCAGTTAAAGATCAAGGAAGGA           | qPCR                      |
| PAD4-R       | GGCGGAGAAGATTGAGATAGA            | qPCR                      |
| EDS1-F       | AGATTATTCAGGTGATCGAGCA           | qPCR                      |
| EDS1-R       | TTTATGGGCTTGACACTTTGG            | qPCR                      |
| ICS1-F       | TACTAACCAGTCCGAAAGACG            | qPCR                      |
| ICS1-R       | GAGGCTTGACAACAACCTCTGT           | qPCR                      |
| bsmt1-F      | AGTCTTTGAGGGTCTTGTGAG            | qPCR                      |
| bsmt1-R      | GTCATCTTCTCGTAGTAGTG             | qPCR                      |

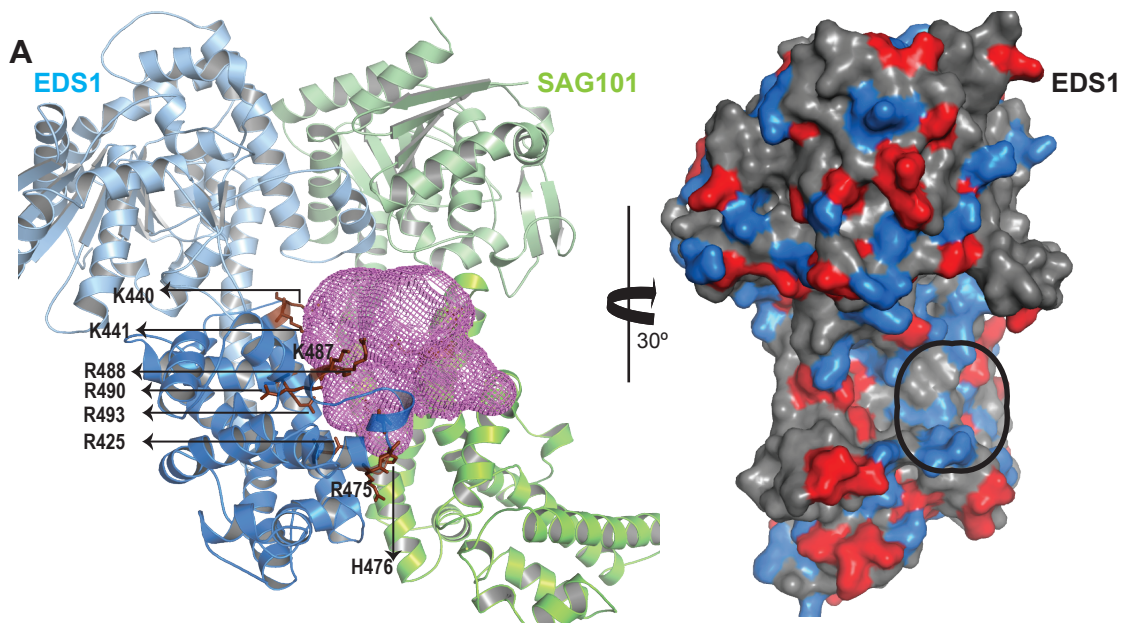

**B**

|                         | R425 | K440 | K441 | R475 | H476 | K478 | K487 | R488 | R490 | R493 |
|-------------------------|------|------|------|------|------|------|------|------|------|------|
| Brassica rapa           | R    | R    | R    | L    | V    | E    | P    | L    | D    | I    |
| Thellungiella halophila | K    | K    | G    | R    | R    | L    | V    | E    | P    | L    |
| Capriella rubella       | K    | K    | G    | R    | R    | L    | V    | E    | P    | L    |
| Arabidopsis thaliana    | K    | K    | G    | R    | R    | L    | V    | E    | P    | L    |
| Arabidopsis lyrata      | K    | K    | G    | R    | R    | L    | V    | E    | P    | L    |
| Populus trichocarpa     | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Linum usitatissimum     | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Manihot esculenta       | K    | R    | N    | R    | R    | L    | V    | E    | P    | L    |
| Citrus papaya           | K    | K    | R    | R    | L    | V    | E    | P    | L    | D    |
| Citrus sinensis         | K    | R    | N    | R    | R    | L    | V    | E    | P    | L    |
| Theobroma cacao         | N    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Gossypium raimondii     | N    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Cucumis sativus         | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Aquilegia coerulea      | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Musa acuminata          | S    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Brachypodium distachyon | R    | R    | R    | R    | R    | L    | V    | E    | P    | L    |
| Oryza sativa            | R    | R    | R    | R    | R    | L    | V    | E    | P    | L    |
| Zea mays                | R    | R    | R    | R    | R    | L    | V    | E    | P    | L    |
| Setaria italica         | R    | R    | R    | R    | R    | L    | V    | E    | P    | L    |
| Panicum virgatum        | R    | R    | R    | R    | R    | L    | V    | E    | P    | L    |
| Mimulus guttatus        | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Nicotiana benthamiana   | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Solanum tuberosum       | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Solanum lycopersicum    | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Fragaria vesca          | R    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Prunus persica          | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Malus domestica         | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Phaseolus               | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |
| Glycine max             | K    | R    | V    | R    | R    | L    | V    | E    | P    | L    |

**C**

| <i>RPP4</i> resistance ( <i>Hpa EMWA1</i> ) |                             |
|---------------------------------------------|-----------------------------|
| Line                                        | T1 (resistant/total plants) |
| Col-0                                       | 20/20                       |
| <i>eds1-2</i>                               | 0/24                        |
| cEDS1 (WT)                                  | 16/16                       |
| K387A                                       | 24/24                       |
| K440A/K441A                                 | 4/24                        |
| K478A                                       | 1/24                        |
| K487A                                       | 20/20                       |
| R488A                                       | 24/24                       |
| R493A                                       | 0/28                        |

**D**

|       | BD-PAD4 |       |
|-------|---------|-------|
| cEDS1 |         |       |
| LLIF  |         |       |
| K387A |         |       |
| K478A |         |       |
| K487A |         |       |
| R488A |         |       |
| R493A |         |       |
|       | -LW     | -LWAH |

### Supplementary Figure 1

**A.** Crystal structure of EDS1 (blue) - SAG101 (green) heterodimer with cavity formed by the EP-domains (magenta mesh) highlighted. Conserved positively charged residues lining the cavity are depicted as brown sticks. The right panel depicts an electrostatic representation and positive nature of the cavity highlighted within a black oval. **B.** Conservation of EDS1 EP-domain residues across EDS1 orthologs. Sequences were aligned using MUSCLE and conserved amino acid residues in the EP-domain cavity are highlighted, including the characteristic “EPLDIA” conserved motif of the EP-domain. **C.** Summary of TNL (*RPP4*) complementation assay in T1 plants expressing EDS1-YFP EP-domain mutants. For each EDS1 mutant line, individual BASTA-resistant T1 seedlings were monitored for TNL-triggered resistance to *Hpa EMWA1* (at 5 dpi). Seedlings showing conidiospores on leaves were scored as disease susceptible. Numbers of resistant / total plants tested is shown. Non-transgenic controls for *RPP4* resistance Col-0 and *eds1-2* were not treated with BASTA. **D.** Y2H interactions between activation domain (AD) fusions of EDS1 variants and PAD4 (BD) binding domain fusions. The EDS1-LLIF mutant which does not bind PAD4 was used as a negative control. Yeast viability (-LW) and protein interaction (-LWAH) are shown in the GAL4 matchmaker Y2H system.

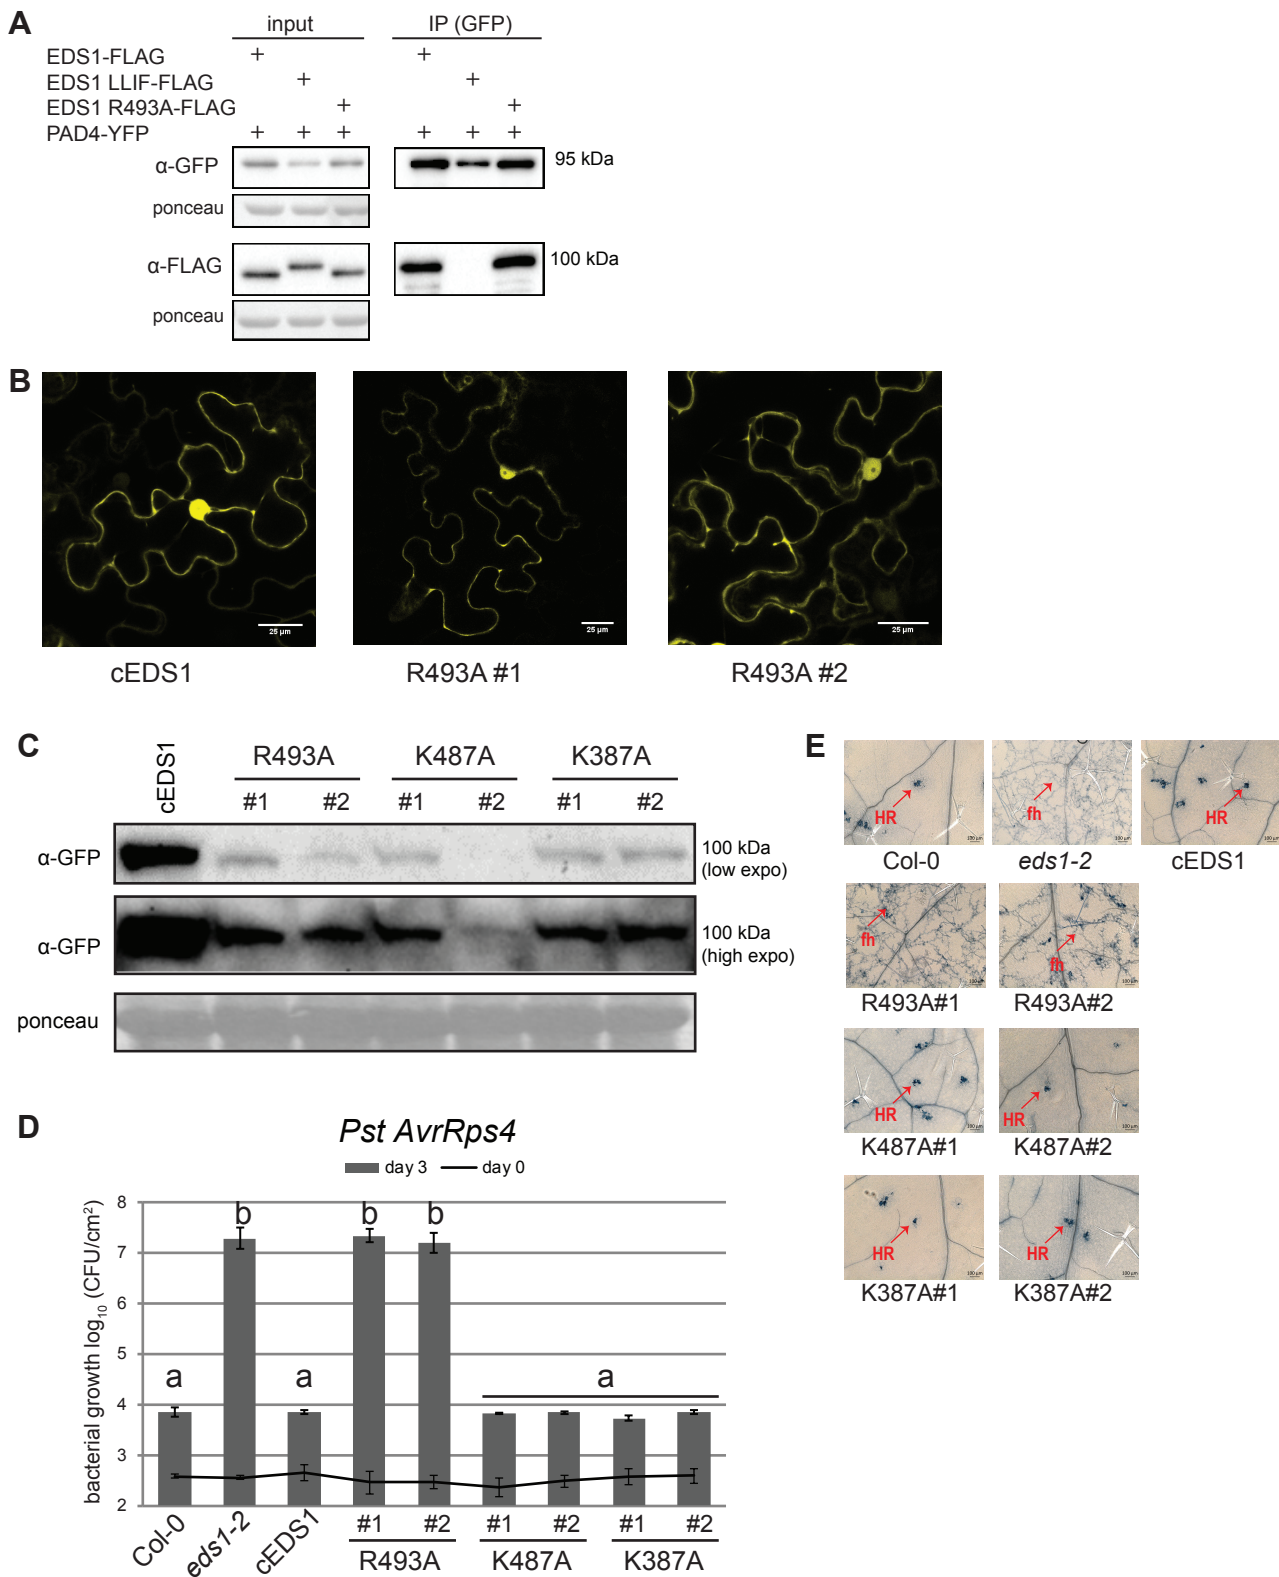

### Supplementary Figure 2

**A.** cEDS1-FLAG variants transiently co-expressed with cPAD4-YFP in *eds1-2 pad4-1 sag101-3* protoplasts (input) were immunoprecipitated (IP) using  $\alpha$ -GFP beads. Co-immunoprecipitated FLAG-tagged cEDS1 variants were detected using  $\alpha$ -Flag antibodies. EDS1-LLIF which (migrates higher) and does not bind PAD4 was used as a negative control. **B.** Confocal images of four-week-old leaves of transgenic *eds1-2* lines expressing YFP-tagged EDS1 or R493A, showing nucleocytoplasmic localization. Images were taken at 24 hpi with *Pst AvrRps4*. Images are representative of >30 cells per line. Scale bar = 25  $\mu$ m. **C.** Accumulation of EDS1-YFP protein in mock and *Pst AvrRps4* (24 hpi) treated plants of cEDS1, gEDS1 and respective R493A mutants on immunoblots probed using  $\alpha$ -GFP antibody. **D.** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* (OD600 - 0.0005) and bacterial titres determined at 0 and 3dpi. No significant difference was observed at 0 dpi. Bars represent mean of three biological replicates  $\pm$  SE. Differences between genotypes were analysed using ANOVA (Tukey's HSD,  $p < 0.005$ ). Similar results were obtained in three independent experiments. **E.** *RPP4* resistance phenotypes of 2-week-old control and *Arabidopsis* transgenic lines expressing cEDS1 and cEDS1 EP-domain mutants, as indicated. Hpa EMWA1 infected leaves were stained with trypan blue at 4 dpi. Each image is representative of >12 leaves from two independent experiments. HR, hypersensitive response; fh, pathogen free hyphae.

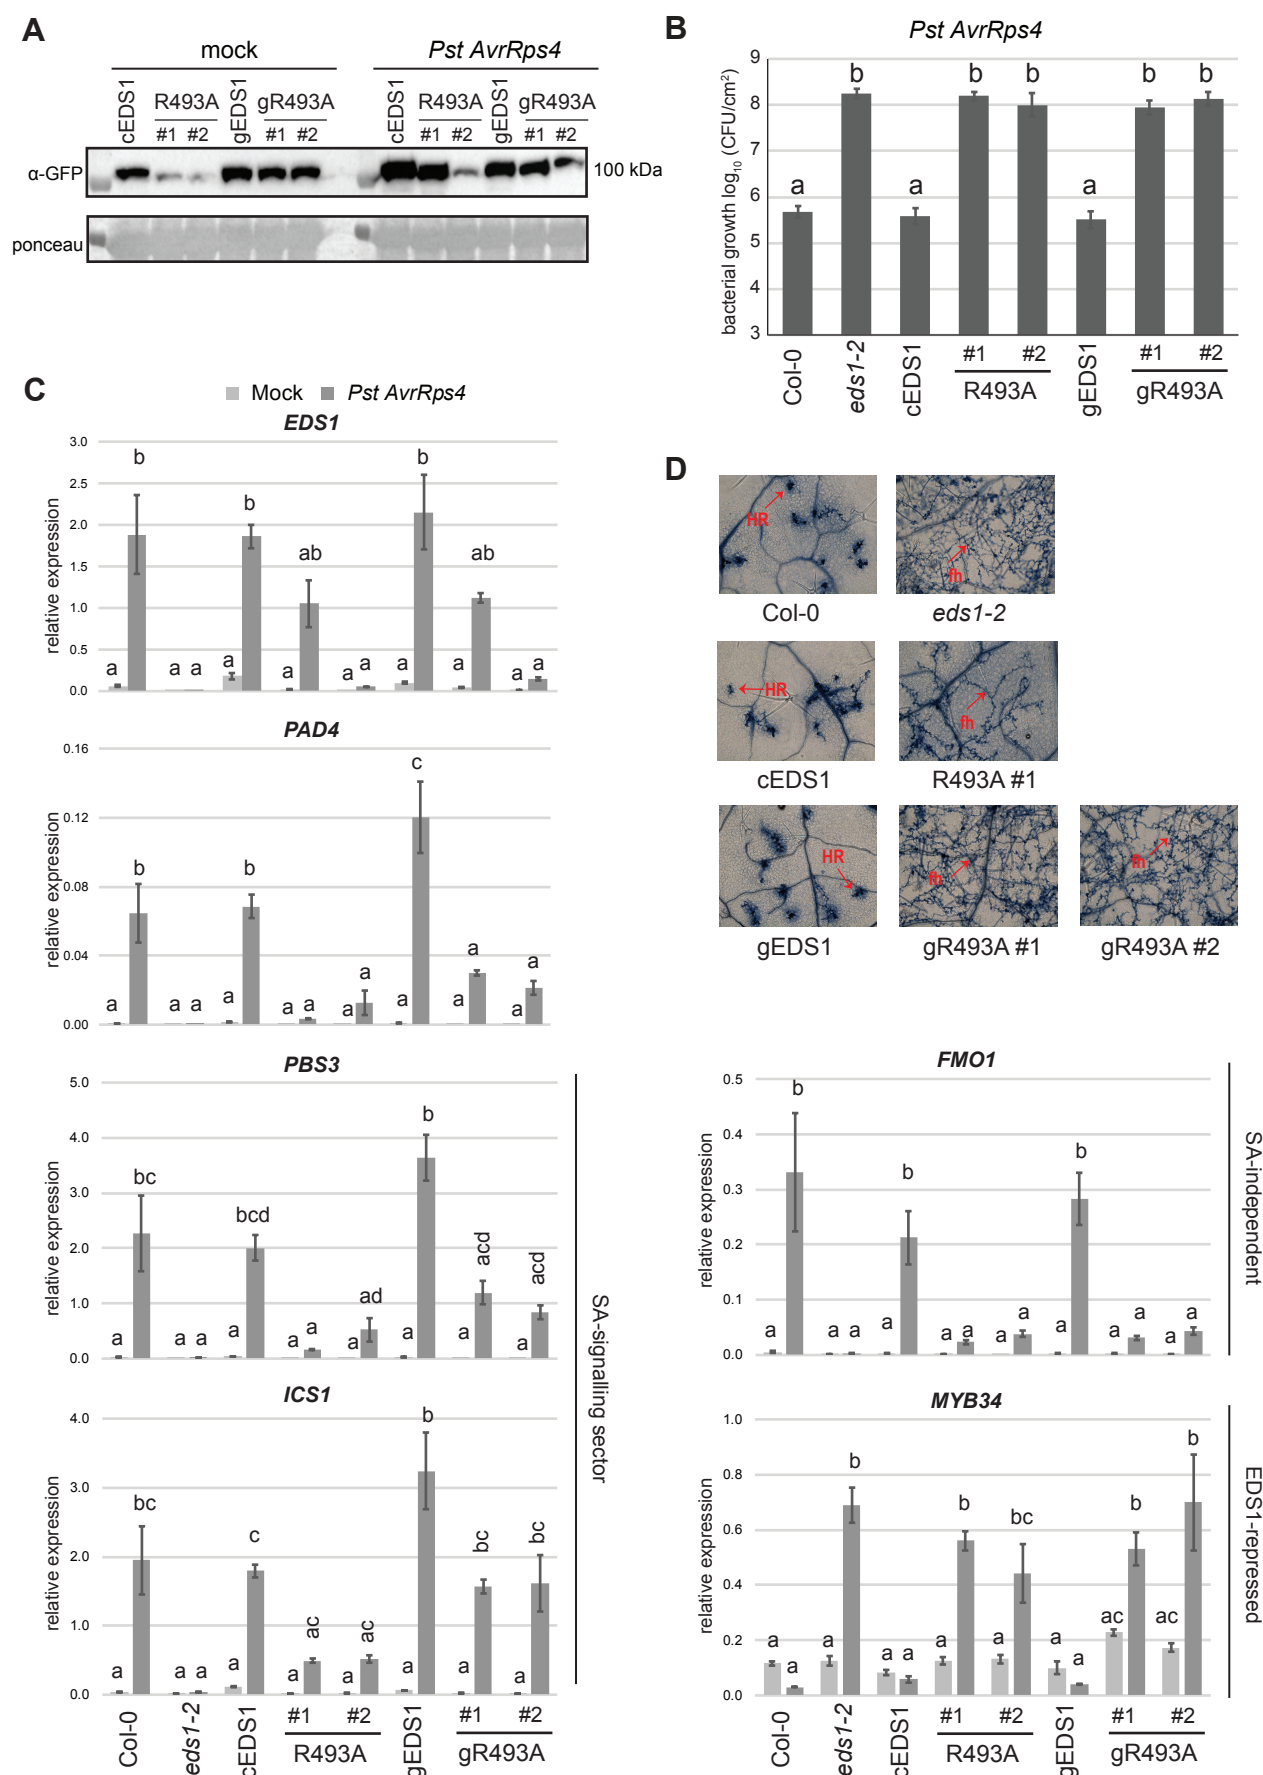

### Supplementary Figure 3

**A.** Accumulation of EDS1-YFP protein in 10mM  $MgCl_2$  (mock) and *Pst AvrRps4* (24 hpi) treated plants of cEDS1, gEDS1 and respective R493A mutants on immunoblots probed using  $\alpha$ -GFP antibody. **B.** Four-week-old *Arabidopsis* plants of the indicated genotypes were infiltrated with *Pst AvrRps4* (OD600 - 0.0005) and bacterial titres determined at 0 and 3dpi. No significant differences were observed at 0 dpi. Bars represent mean of three biological replicates  $\pm$  SE. Differences between genotypes were analysed using ANOVA (Tukey's HSD,  $p < 0.005$ ). Similar results were obtained in three independent experiments. **C.** Expression of EDS1-dependent marker genes representing different signalling sectors - SA (*PBS3*, *ICS1*), SA-independent (*FMO1*) and EDS1-repressed (*MYB34*), at 8 hpi with *Pst AvrRps4*, measured by qRT-PCR. Values were normalized to the house-keeping gene *GapDH*. Bars represent means  $\pm$  SE calculated from two independent experiments each with three biological replicates ( $n=6$ ). Differences between genotypes were calculated using ANOVA (Tukey's HSD,  $p < 0.05$ ). **D.** *RPP4* resistance phenotypes of 2-week-old control and *Arabidopsis* transgenic lines expressing cEDS1, gEDS1 and respective R493A mutants. *Hpa* EMWA1 infected leaves were stained with trypan blue at 5 dpi. Each image is representative of  $>12$  leaves from two independent experiments. HR, hypersensitive response; fh, pathogen free hyphae.

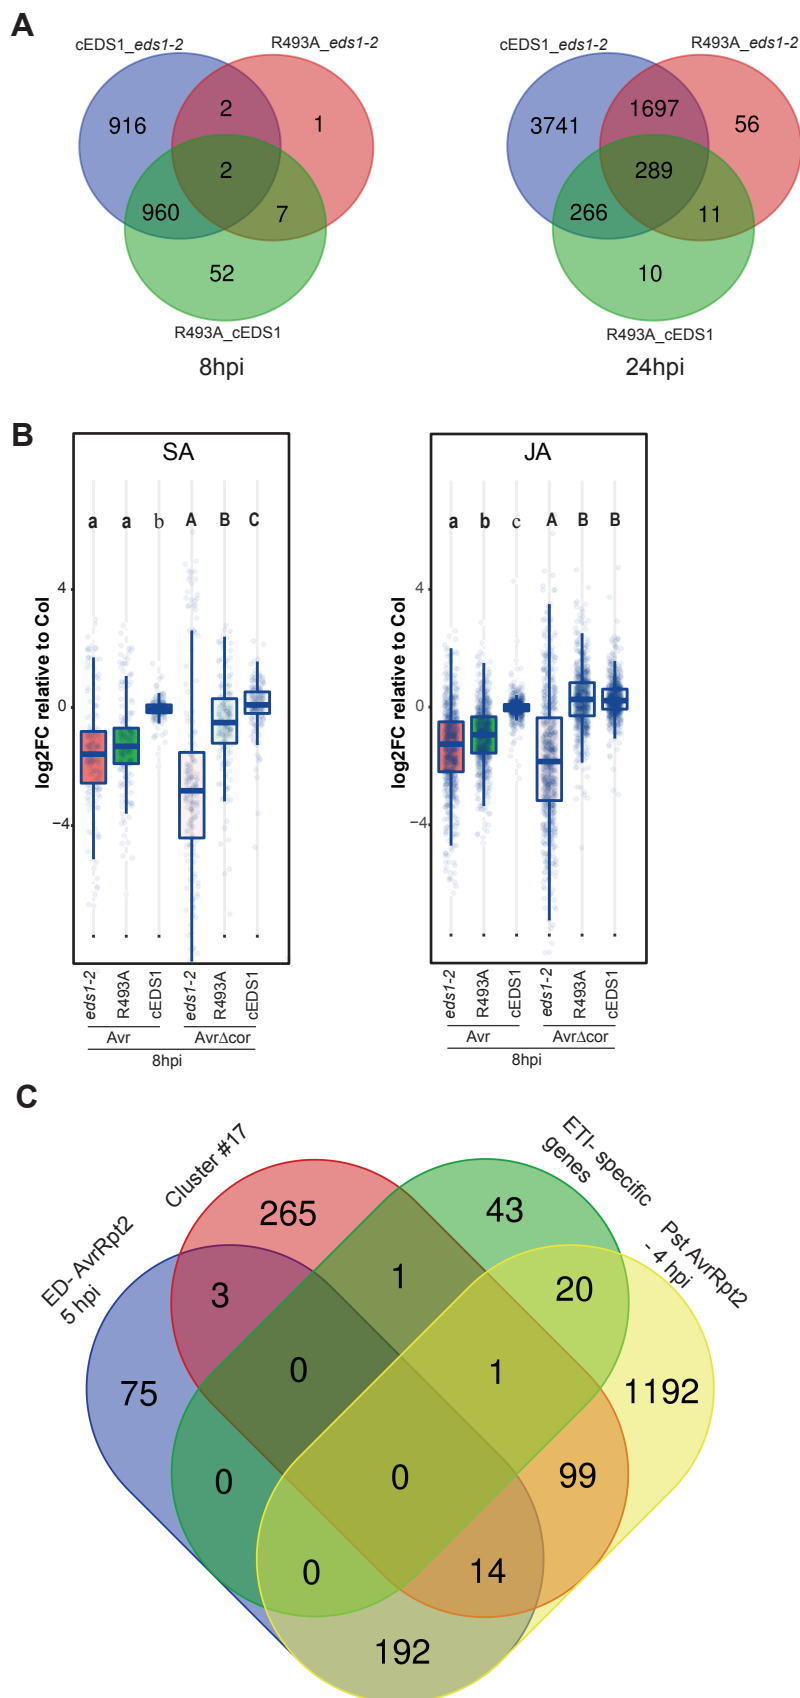

#### Supplementary Figure 4

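In the present calls at 8 hpi, 18 of the 28 DEG between R493A and eds1-2 were also DEG between R493A and cEDS1, 19 between eds1-2 and cEDS1, and 11 in all 3 comparisons. At 24 hpi 189 of the genes separating R493A from eds1-2 also separated R493A from cEDS1, and 179 were DEG in all 3 comparisons. All 3 comparisons at a time share libraries pairwise, which by itself links their fold changes. For R493A against eds1-2 and eds1-2 against cEDS1 at 24 hpi, simulated counts without differences gave a mean correlation of -0.558 across genes.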

**A.** Venn diagrams presenting overlap of DEGs between the indicated genotypes at 8 and 24 hpi with *Pst AvrRps4*. **B.** Comparison of expression profiles of genes regulated by ICS1/SA<sup>18</sup> and repressed by JA (selected clusters from Hickman et al., 2017 (#15, 18, 19, 20, 23, 24)<sup>48</sup> were chosen based on differential expression profile between cEDS1 and *eds1-2*) with our study using *Pst AvrRps4* and *Pst ΔCor AvrRps4* ( $\Delta$ Cor). Bar plots are coloured based on genotype with a light tone for the *AvrΔCor* data. Statistical differences between genotypes were analysed within treatments using the Kruskal-Nemenyi test ( $p < 0.001$ ) as indicated by different annotations. **C.** A Venn diagram showing overlap between genes in cluster #17 for *Pst AvrRps4* ETI at 8hpi, genes specifically regulated in AvrRpt2-triggered ETI (ETI-specific genes)<sup>9</sup>, DEG at 4 hpi with *Pst AvrRpt2* (*Pst AvrRpt2* – 4 hpi)<sup>9</sup> and DEG at 5 h with estradiol-induced AvrRpt2 (ED-AvrRpt2-5hpi)<sup>49</sup>.

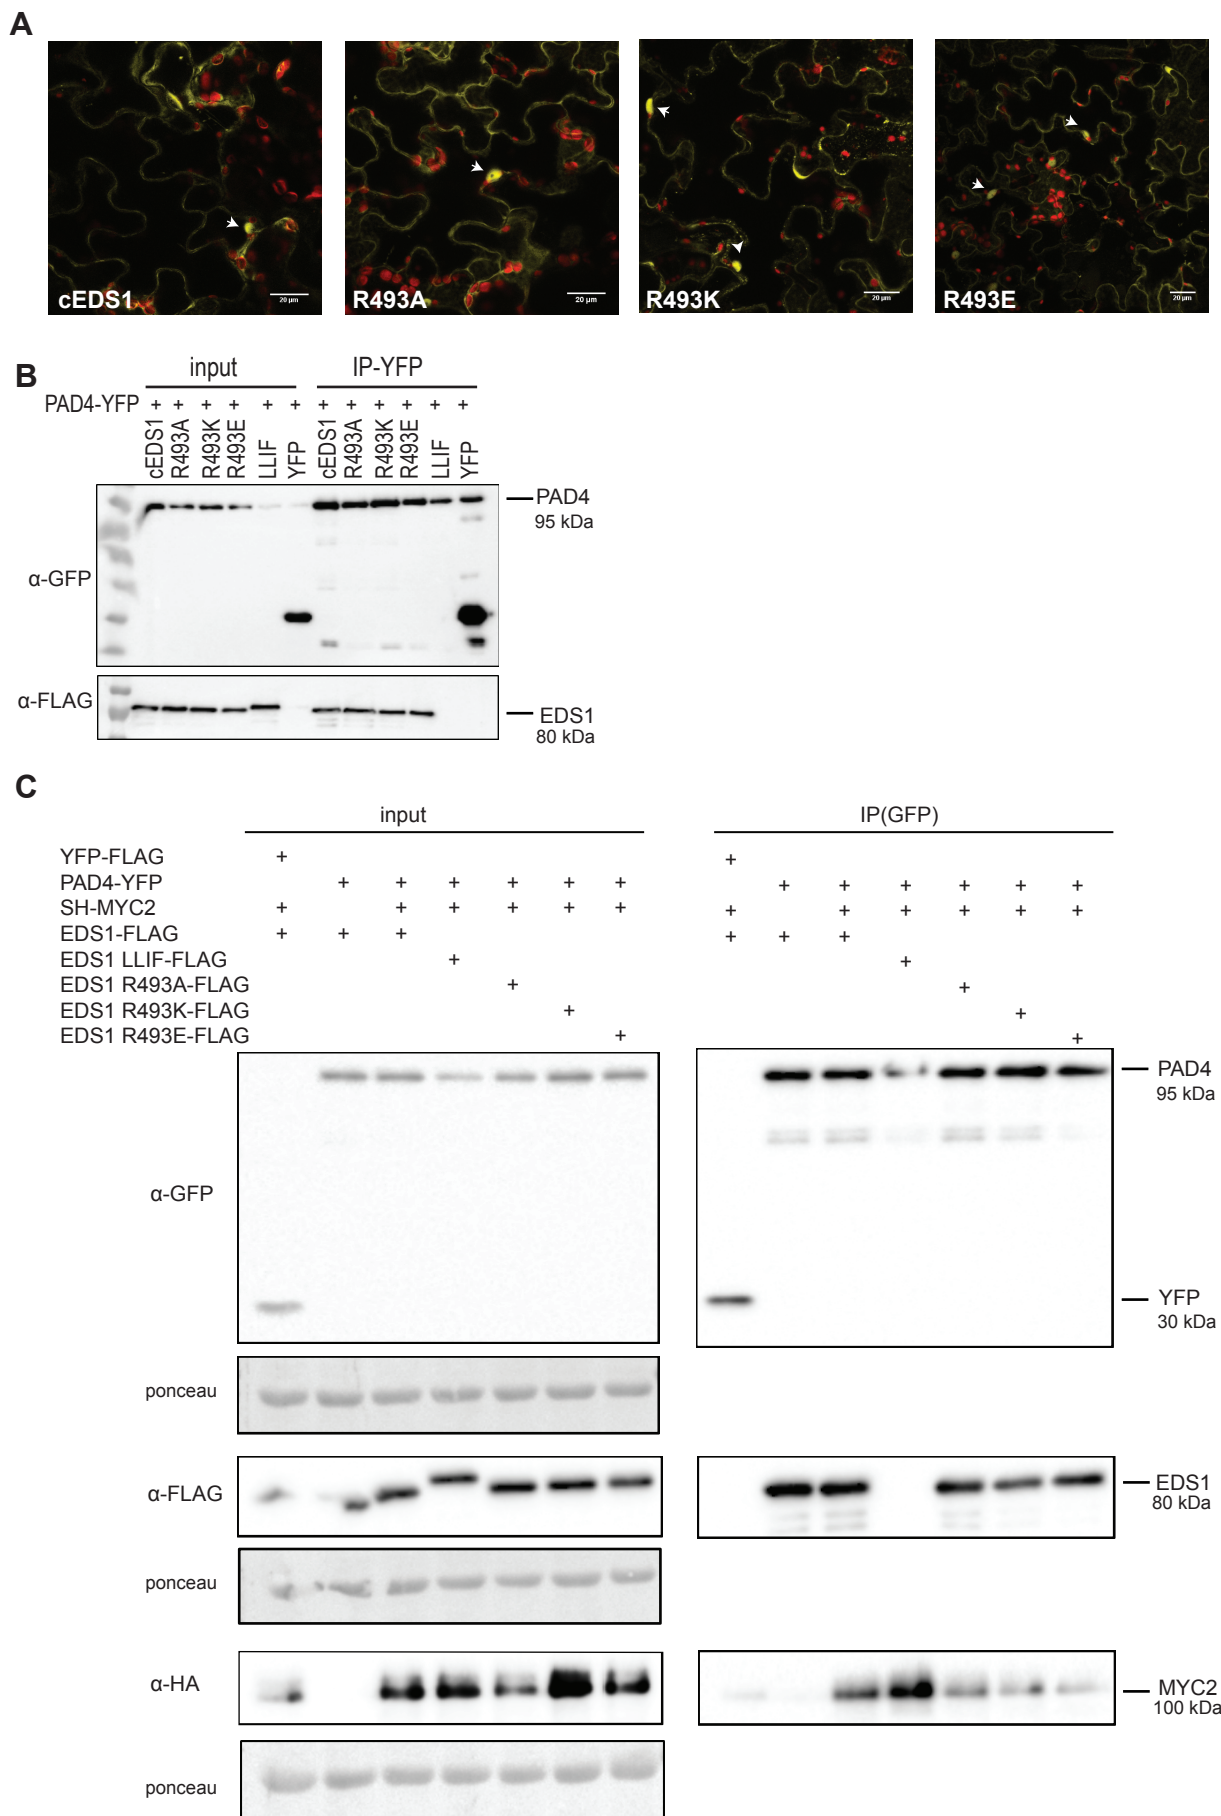

### Supplementary Figure 5

**A.** Confocal images of transiently expressed FLAG-tagged cEDS1 and EDS1<sup>R493</sup> mutant variants in *N. benthamiana* showing nucleocytoplasmic localization. White arrowheads depict nuclei and chloroplasts fluoresce red. Images are representative of >20 cells/variant at 3d after agroinfiltration. Scale bar = 20 μm. **B.** EDS1-FLAG variants transiently expressed with PAD4-YFP in *eds1-2 pad4-1* protoplasts were co-immunoprecipitated with PAD4 using α-GFP beads. Co-IPed EDS1 variants were detected using α-FLAG antibodies. EDS1<sup>LLIF</sup>-FLAG and YFP-FLAG were used as negative controls in the IP. **C.** EDS1-FLAG variants (as used in B.) were transiently expressed with PAD4-YFP and strep-HA-MYC2 (SH-MYC2) in *eds1-2 pad4-1 sag101-3* protoplasts. PAD4-YFP was IPed using α-GFP beads. Co-IPed FLAG-tagged EDS1 variants and SH-MYC2 were detected on immunoblots using α-FLAG and α-HA antibodies, respectively. EDS1<sup>LLIF</sup>-FLAG and YFP-FLAG were used as negative controls. IPs were repeated three times with similar results.

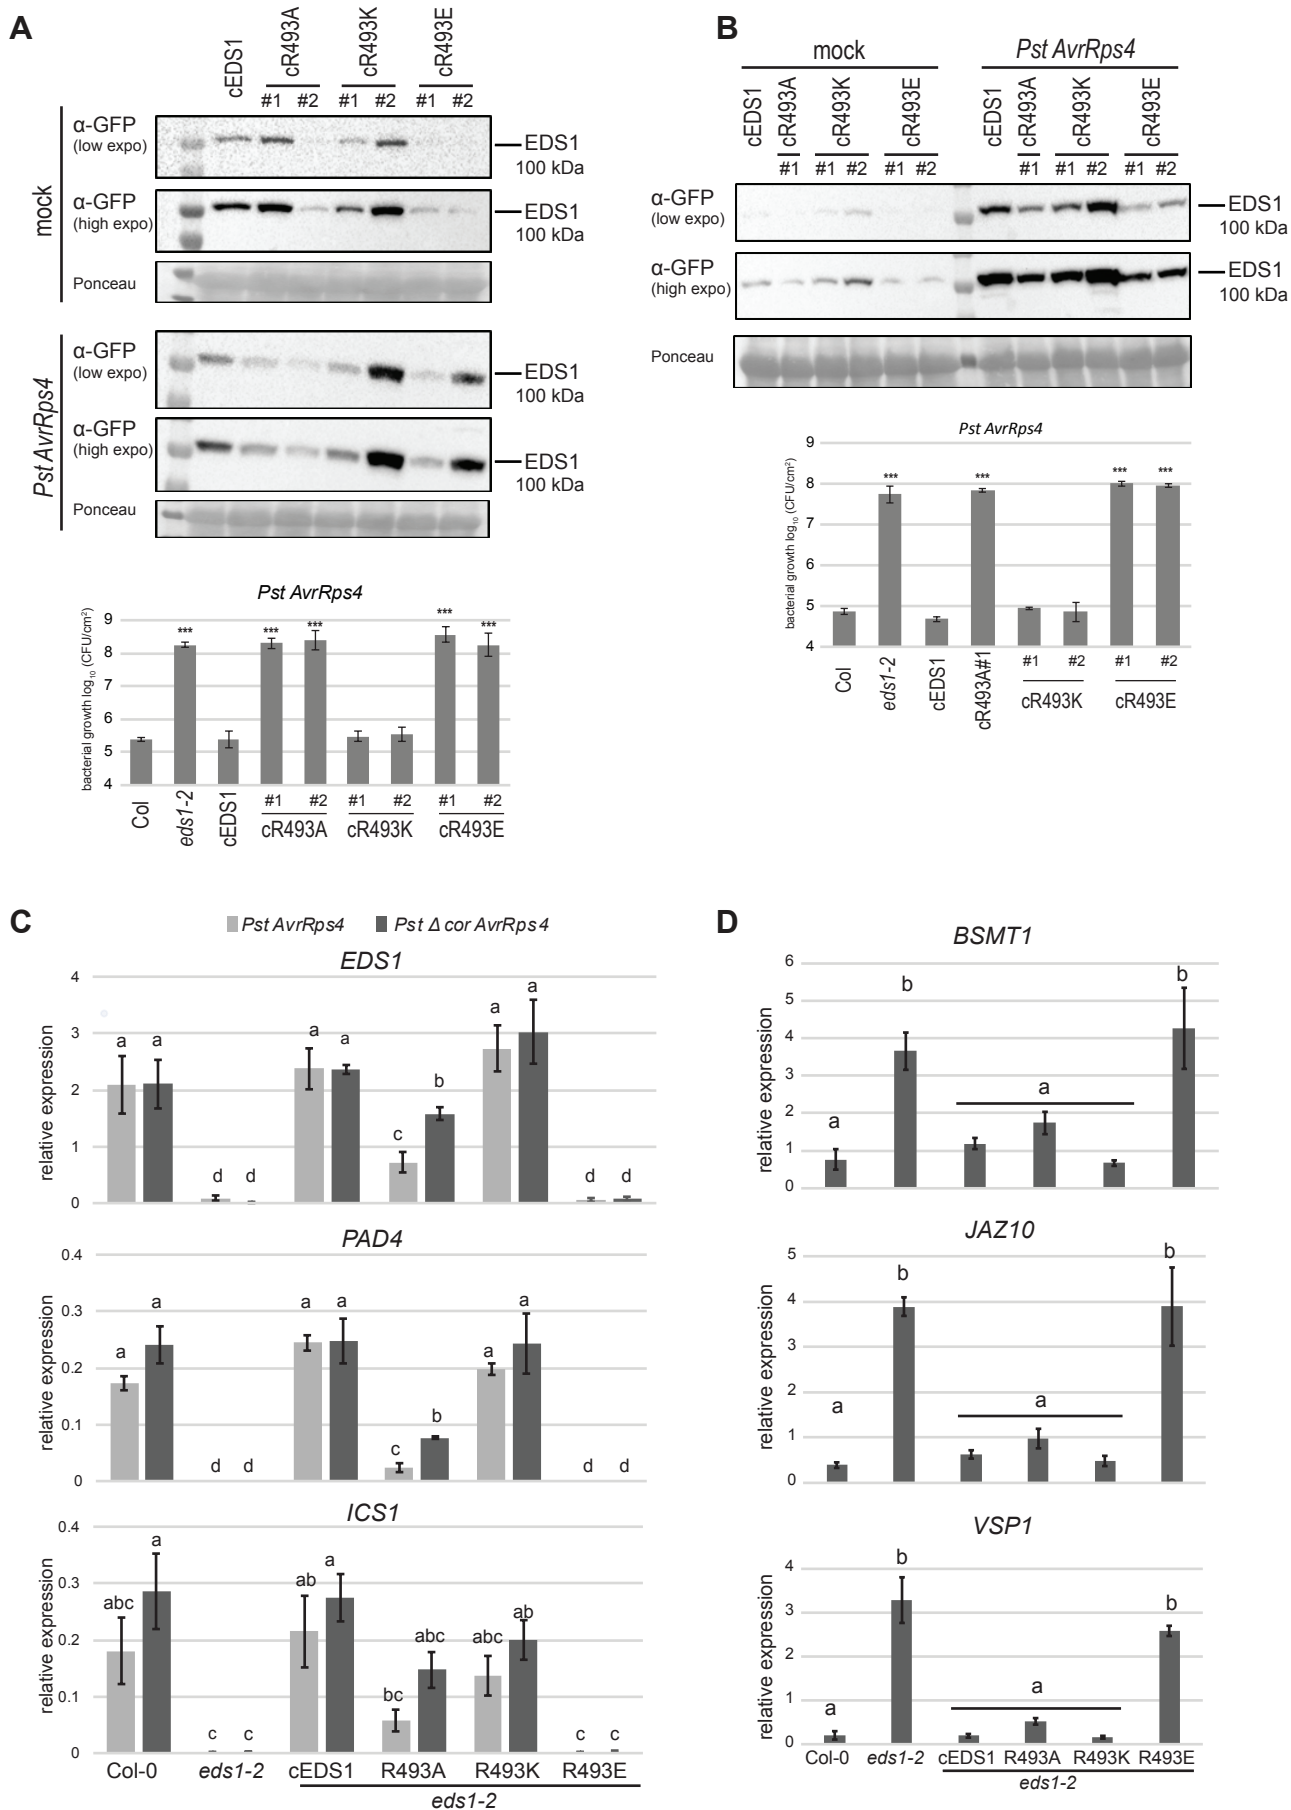

### Supplementary Figure 6

**A. and B.** Accumulation of EDS1-YFP protein in 4-week-old mock (10mM MgCl<sub>2</sub>) and *Pst AvrRps4* (24 hpi) treated plants of cEDS1 and R493 variants, as indicated, on immunoblots probed using α-GFP antibody. Panels A and B are from independent experiments. Corresponding *Pst AvrRps4* bacterial growth assays (n=2) for experiments A and B are shown. Differences between genotypes were analysed using t-test (p<0.001). **C.** Expression of *EDS1*, *PAD4* and *ICS1* in different EDS1 transgenic lines, as indicated, at 8 hpi with *Pst AvrRps4* or *Pst Δcor AvrRps4*, measured by qRT-PCR. Values were normalized to the house-keeping gene *GapDH*. Bars represent means ± SE calculated from three independent experiments. Differences between genotypes were calculated using ANOVA (Tukey's HSD, p<0.05). **D.** Expression of selected *MYC2* marker genes *BSMT1*, *JAZ10* and *VSP1* in EDS1 mutant lines at 24 hpi with *Pst AvrRps4*, measured by qRT-PCR. Values were normalized to the house-keeping gene *GapDH*. Bars represent means ± SE calculated from three independent experiments. Differences between genotypes was calculated using ANOVA (Tukey's HSD, p<0.05).

# Supplementary material for: An EDS1 heterodimer signalling surface enforces timely reprogramming of immunity genes in Arabidopsis
**Source:** Nat Commun. 2019 Feb 15;10:772. doi: 10.1038/s41467-019-08783-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

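Supplementary Data 1 lists the 383 cluster 17 genes by their AGI identifiers. All 383 identifiers are in the deposited counts, and all passed the filter on reads in the fit of both treatments. The list comes from the hierarchical clustering of expression in the same libraries (Fig. 4c).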

**Supplementary data 1.** List of genes in cluster #17 (associated with Fig. 4C, D).

**Supplementary data 2.** Gene Ontology (GO) enrichment of cluster #17 genes. GO enrichment was obtained using the panther database.

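Supplementary Data 3 sorts cluster 17 genes into columns by published responses to JA and to BTH, an analogue of SA. A gene may stand in both the JA and the BTH column, and the 76 genes of the third column are in neither. At 24 hpi in R493A the median log2 fold change between treatments relative to Col was 0.48 in the JA column, 0.28 in the BTH column and 0.01 in the third, with none a DEG by edgeR, and 4 JA genes passing when adjusted over the list alone.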

**Supplementary data 3.** Overlapping genes between cluster #17, BTH-regulated genes and JAregulated genes (associated with Fig. 4D).

# Supplementary material for: An EDS1 heterodimer signalling surface enforces timely reprogramming of immunity genes in Arabidopsis
**Source:** Nat Commun. 2019 Feb 15;10:772. doi: 10.1038/s41467-019-08783-0
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used

Data analysis TOPHAT2, HTSeq, EdgeR, limma

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database with accession number GSE116269

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was chosen based on the accepted norms in the field of study and to enable proper statistical testing                                                                                                                                        |
| Data exclusions | No specific data points were excluded                                                                                                                                                                                                                        |
| Replication     | A minimum of three independent experiments was performed, unless otherwise stated. Similar trends were observed in independent experiments.                                                                                                                  |
| Randomization   | The position of different genotypes tested was randomized. The order of pathogen treatments on the different tested genotypes was randomized within and between experiments                                                                                  |
| Blinding        | Screening experiments were blinded. The T1 complementation experiment was performed by two individuals who were blinded about the different mutant lines tested. Other experiments which were comparisons between the wild-type and mutant were not blinded. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | $\alpha$ -GFP (Sigma Aldrich, 11814460001), $\alpha$ -HA (Sigma Aldrich, 11867423001), $\alpha$ -FLAG (Sigma Aldrich, F3165)                                                                                                                                                                                               |
| Validation      | <p>The antibodies were validated by comparing tagged vs untagged proteins.</p> <p>Anti-GFP is tested for functionality and purity relative to a reference standard to confirm the quality of each new reagent preparation (from Sigma Aldrich).</p> <p>Anti-HA - Function tested in western blot (from Sigma Aldrich).</p> |

How the deposited data were processed for this re-analysis (not part of the article)

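The deposited data are 2 tables of htseq-count reads per gene from RNA-seq of Col, eds1-2, cEDS1 and R493A. The first holds 36 libraries at 0, 8 and 24 hpi with Pst AvrRps4, the second 24 libraries at 8 and 24 hpi with Pst ∆cor AvrRps4. The authors mapped the reads to TAIR10 with TopHat2 and counted them on exons with htseq-count. The values are whole numbers that differ in total between libraries, with 32678 genes and 5 lines for reads not counted on a gene. Reads in all, these lines included, were between 20759122 and 32578581 per library. Intervals and floors cover counting error only.

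Conditions were taken from the sample labels. For the 0 hpi libraries the sample fields name a mock treatment and the series text none, and this was left open. For 6 replicate 2 libraries of the Pst AvrRps4 series the title and the genotype field name different lines, and neither the paper nor its supplements decide between them, so they were left out and 54 libraries were used. Replicates differed by more than counting noise: over 48 pairs of replicates, chi-square per degree of freedom on genes with at least 20 reads was between 11.0 and 168. In the Pst AvrRps4 series libraries of the same replicate number were alike, with a median correlation of residuals of 0.424 over 39 pairs against -0.279 over 72 pairs with different numbers. For Pst ∆cor AvrRps4 these medians were 0.048 and -0.034. Replicate number as a block was an alternative and not the design, and gave 703 DEG between R493A and cEDS1 with Pst AvrRps4 at 24 hpi.

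Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with fewer than 100 reads summed over the libraries of a fit were dropped, libraries were scaled by TMM, and group means were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment. DEG had an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. Standard errors were taken from the test statistic. There were 22 such comparisons: 4 pairs of lines at 8 and 24 hpi in each treatment, and the change of each line between treatments relative to Col. The fits had 18 residual degrees of freedom for Pst AvrRps4, 16 for Pst ∆cor AvrRps4 and 34 for both. The biological coefficient of variation in the last was 0.291. The cluster 17 list and the columns of Supplementary Data 3, 4 lists in all, were tested with camera at an inter-gene correlation of 0.01 and with fry. The position of R493A between cEDS1 and eds1-2 was a projection of log2 CPM with a prior count of 2, checked on 20 simulations per treatment and time. Single values were compared by exact permutation tests.

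The comparisons, thresholds, lists and alternatives were set before the data were examined, except where an alternative is said to be added. The genes named are those the paper names in its text, in Supplementary Table 1 and as WRKY members of cluster 17, and the 5 DEG with the largest change in each direction in R493A between treatments at 8 hpi. The values the paper prints for some of these genes had been seen by then. Genes outside this rule are said to be chosen after their values were seen. The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE size factors, edgeR's filterByExpr, no filter beyond 1 read, the compared groups alone, replicate as a block, the 6 libraries added by title or by genotype field, no limit on the fold change, no subtraction of Col, and each library left out in turn. For positions they were the genes called between eds1-2 and cEDS1, the 500 most variable genes and a prior count of 0.5. The tests of single genes were tested on simulated data with 200 changed genes, for 3 of the comparisons. All 200 changed by more than the limit on the fold change, so recovery near that limit was not measured. DESeq2 recovered 84.0% of them between R493A and eds1-2 at 8 hpi with 30 false calls and limma-voom 75.0% with 6. Camera and fry were tested on counts simulated for R493A between treatments relative to Col at 8 hpi, on 20675 to 20687 genes. Both found all 8 lists of 200 genes raised by a log2 change of 1 at p under 0.05. Of 160 unchanged lists of 383 genes, camera gave such a p for 0 and fry for 14. These genes were drawn independently, so the correlation between genes was not simulated. The permutation tests were not tested on simulated data.

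The reference at hand is TAIR10.1, while the reads were mapped to TAIR10, so no coordinates are given and the annotation served for symbols and neighbours alone, for the 31912 identifiers found in both. The quantitative PCR, SA and bacterial growth data of the paper have no counts and were not analysed, nor was the overlap with published ETI gene lists, which are not in hand.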

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

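The 28 DEG between R493A and eds1-2 at 8 hpi and the changes of R493A relative to Col come from comparisons set in advance. None of the other comparisons in this part was set in advance, and all tests of explanations in it were chosen after the result was seen.

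The difference between R493A and cEDS1 itself differed between treatments. In the fit of both treatments, 254 genes had a different R493A against cEDS1 change with Pst ∆cor AvrRps4 than with Pst AvrRps4 at 8 hpi (225 higher, 29 lower) and 41 at 24 hpi (11 higher, 30 lower), by edgeR's quasi-likelihood test. Of the 254, 77 are in cluster 17 and 191 also changed in R493A relative to Col. Each library left out lowered the 254: it became 41 without cEDS1 replicate 3 and 79 without R493A replicate 2 with Pst AvrRps4, and 119 without R493A replicate 1, 153 without cEDS1 replicate 1 and 127 without cEDS1 replicate 2 with Pst ∆cor AvrRps4. The 41 at 24 hpi became 5 and 121 without R493A replicates 2 and 3 and 9 (7 of them higher) and 6 without cEDS1 replicates 1 and 3 with Pst AvrRps4. With Pst ∆cor AvrRps4 it became 19 and 11 without R493A replicates 1 and 2 and 9, 16 and 16 without cEDS1 replicates 1, 2 and 3. It was 27 without R493A replicate 1 with Pst AvrRps4. The numbers of genes are therefore uncertain, and cEDS1 has n = 2 with Pst AvrRps4. Coronatine is the difference the design names, and it stays open and untested, because the treatments were separate sets of experiments.

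EDS1 moved in the same direction as most of these genes without passing the correction. At 8 hpi its log2 difference was 2.59 (standard error 0.78), with an unadjusted p = 0.00197 and an adjusted p = 0.088 in edgeR. Relative to Col instead of cEDS1, EDS1 in R493A changed between treatments by 2.36 and was a DEG. That call was lost in 17 of 23 alternatives. EDS1 had 2702 ± 67.0 CPM (SD, n = 3) in R493A and 1926 ± 508 (SD, n = 3) in cEDS1 with Pst ∆cor AvrRps4, where R493A was below cEDS1 with Pst AvrRps4. A single library is argued against: without each library in turn the difference stayed beyond 2 standard errors of 0, and was lowest without R493A replicate 1 with Pst AvrRps4, at 2.32 (standard error 0.83). Reads shared with the neighbouring copy AT3G48080 are argued against as the whole cause. The copy had at most 547 reads in an R493A library with Pst ∆cor AvrRps4 at 8 hpi, where EDS1 had at least 54533. At the 6.84 EDS1 reads per copy read of the 12 eds1-2 libraries, the copy can supply 5.43% of the EDS1 reads in that R493A group. The copy changed by 2.42 (standard error 0.97) in the same contrast, on few reads, and was chosen after its values were seen. EDS1 level, which differs between transgenic lines, and coronatine are both open in these data. For susceptibility to Pst AvrRps4, the paper argues against low EDS1 protein as the cause. Its gR493A lines held EDS1 protein at levels like cEDS1 and were likewise defective in marker genes at 8 hpi. No such line is among the present libraries.

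At 0 hpi, which the paper does not report on for R493A against eds1-2, 4 genes were DEG, all lower in R493A: AHA10 (AT1G17260) at -2.50, FES1 at -4.93, AT4G08115 at -4.22 and AT4G16870 at -4.84. AHA10 was chosen after its values were seen. At 0 hpi 1497 genes had an unadjusted p under 0.05, and limma-voom called 7 genes (2 higher, 5 lower) and DESeq2 21 (9 higher, 12 lower). With the 6 conflicting libraries added by title 7 genes were called (1 higher, 6 lower). Replicate number as a block called 3, as did these libraries added by genotype field. Both times all 3 were lower and among the 4, so not all of the 4 calls held. The sample fields name the 0 hpi libraries mock-treated and the series text untreated, so what precedes 0 hpi is open. These genes bear on the 28 DEG at 8 hpi. Of the 9 that were lower in R493A at 8 hpi, 8 were lower at 0 hpi with an unadjusted p under 0.05, which is consistent with a difference between the lines that is there before infection as part of the cause. Their median log2 difference still moved by -0.89 from 0 to 24 hpi, with an unadjusted p under 0.05 for growth in 1 gene and for shrinkage in 1. Of the 19 that were higher, 18 had the same direction at 0 hpi but 4 with an unadjusted p under 0.05, and the median log2 difference grew by 2.02 from 0 to 24 hpi, in 11 of them with an unadjusted p under 0.05, which argues against such a difference as the whole cause for these. The files hold 1 R493A line, so an effect of the variant and of the line are confounded for all 28 genes. Of the 28, 19 were also DEG between eds1-2 and cEDS1 at 8 hpi. For these 19, a difference from eds1-2 is not limited to line R493A#1, though both comparisons share the eds1-2 libraries.

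AT1G54420 had reads in all R493A libraries, between 2 and 112, and 0 in all 39 other libraries used, while its neighbour AT1G54410 had 6 to 518 reads in R493A and 3559 to 45624 elsewhere. Reads of AT1G54410 counted on AT1G54420 are argued against as the cause of either change. The highest number gained, 112, is far below the difference between at most 518 and at least 3559 reads, and the other libraries, with at least 3559 reads of AT1G54410, had 0 of AT1G54420. A change at this locus in line R493A#1 may be the source: all 15 R493A libraries, at every time and in both treatments, lay beyond every other library on both genes. The nearby gene AT1G54440 did not part this way, with 296 to 871 reads in R493A and 152 to 886 elsewhere. AT1G54400 and AT1G54430 had at most 6 and 1 reads in any library, too few to tell. These 3 genes were chosen after their values were seen. This is a hypothesis found and tested on the same data, and no biological explanation was tested.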

How the results depend on the processing

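The alternative that joins limma-voom with the 6 libraries added by title was chosen after seeing the data, and the tests on other splits of the libraries were written down after their results were seen; the other alternatives were planned. Every count below is of DEG by the stated setting, and where no cause is named the cause was not tested. With RLE size factors, filterByExpr, no filter on reads, a prior count of 0.5 and the genes called between eds1-2 and cEDS1, each count stayed within 1.5 times its value, each position within 1 SD and each cluster 17 median on its side of 0 and of the threshold, wherever these were run.

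Reading the 6 libraries with conflicting labels by genotype field moved most, while by title 27 of 30 results stayed. The EDS1 reads argue against the genotype field, by which a library with 782 CPM at 8 hpi would be eds1-2 and one with 3.42 CPM cEDS1. By this field they left 8 DEG for R493A against eds1-2, 6 for R493A against cEDS1 and 0 for eds1-2 against cEDS1 with Pst AvrRps4 at 8 hpi, and 6, 6 and 0 at 24 hpi. Between treatments relative to Col there were 149 in eds1-2 at 24 hpi, 26 in cEDS1 at 8 hpi, and 294 at 8 hpi and 3 at 24 hpi in R493A. Cluster 17 then had 35 DEG in R493A and 29 in eds1-2 at 8 hpi, the eds1-2 median was -0.83 (called by camera, not by fry), and the JA, BTH and non-overlapping columns had 13, 23 and 7. None of the 6 libraries is R493A or Col by either label. They act on the R493A counts relative to Col only through the filter, scaling and spread of the shared fit. The positions with Pst AvrRps4 were 0.934 at 8 hpi and 0.242 at 24 hpi. Between R493A and eds1-2 with Pst AvrRps4 at 8 hpi the direction reversed, with no call, for AT3G57950 (-0.77), AT1G30190 (-0.044), EDS1 (-0.10), PBS3 (-1.46), PAD4 (-1.63) and ICS1 (-0.29), and at 24 hpi for PR1 (-0.54). Added by title, they gave 44 DEG for R493A against eds1-2 at 8 hpi, a cluster 17 median in eds1-2 at 8 hpi of -0.18 (called by camera, not by fry) and 1 cluster 17 DEG in R493A at 24 hpi.

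DESeq2 gave 71 DEG for R493A against eds1-2 and 52 for cEDS1 against Col with Pst AvrRps4 at 8 hpi, 719 for R493A against cEDS1 with Pst AvrRps4 and 360 with Pst ∆cor AvrRps4 at 24 hpi. Relative to Col it gave 119 and 3 in cEDS1 at 8 and 24 hpi, 447 in R493A at 24 hpi and 8 in cluster 17 there. Limma-voom gave 685 for R493A against cEDS1 and 71 for cEDS1 against Col with Pst AvrRps4 at 24 hpi, 3 in cEDS1 and 370 in R493A between treatments at 24 hpi, and 4 in cluster 17 there. Limma-voom with the 6 libraries by title gave 1493 at 8 hpi and 747 at 24 hpi for R493A against cEDS1 and 87 for cEDS1 against Col at 24 hpi with Pst AvrRps4, and 2 in cEDS1 between treatments at 24 hpi. It called 11 cluster 17 genes in eds1-2 at 8 hpi, with a median of -0.17 (called by camera, not by fry), and 6 in R493A at 24 hpi.

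Replicate number as a block gave 1529 and 703 DEG for R493A against cEDS1 with Pst AvrRps4 at 8 and 24 hpi and 557 in R493A between treatments at 24 hpi. It called 14 cluster 17 genes in eds1-2 at 8 hpi, with a median of -0.15 (called by camera, not by fry), and 5 in R493A at 24 hpi. Fitting the compared groups alone gave 13, 1592 and 2921 DEG for R493A against eds1-2, R493A against cEDS1 and eds1-2 against cEDS1 with Pst AvrRps4 at 8 hpi. At 24 hpi R493A against cEDS1 had 601 with Pst AvrRps4 and 67 with Pst ∆cor AvrRps4. Between treatments cEDS1 had 2 at 24 hpi and R493A had 2003 at 8 hpi and 662 at 24 hpi, and cluster 17 had 2 in cEDS1 and 22 in eds1-2 at 8 hpi and 28 in R493A at 24 hpi. The position of R493A at 8 hpi with Pst ∆cor AvrRps4 was 0.217 over the 500 most variable genes.

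Without the subtraction of Col, the counts between treatments at 8 and 24 hpi were 1421 and 3585 in eds1-2, 2641 and 3219 in cEDS1 and 4941 and 3697 in R493A, since by construction the difference between the sets of experiments is then included. Cluster 17 had 25 in cEDS1 and 21 in eds1-2 at 8 hpi and 81 in R493A at 24 hpi, and the non-overlapping column 53 in R493A at 8 hpi. The direction in R493A at 8 hpi reversed for PR1 (2.83), BSMT1 (-3.20), JAZ10 (-2.38) and AT2G28085 (-1.495). Without a limit on the fold change, which by construction can only add genes, the Pst ∆cor AvrRps4 counts at 8 hpi were 11227 for R493A against eds1-2, 6792 for R493A against cEDS1, 14024 for eds1-2 against cEDS1 and 1680 for cEDS1 against Col, and at 24 hpi 10376, 385, 12112 and 214.

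Leaving out 1 library at a time moved many counts, and most with Pst AvrRps4, where eds1-2 and cEDS1 have 2 libraries and a lone one is assumed to vary like the other groups. At 8 hpi R493A against eds1-2 ranged from 3 to 17, R493A against cEDS1 from 245 to 757, eds1-2 against cEDS1 from 640 to 1164 and cEDS1 against Col from 14 to 30. At 24 hpi these ranged from 430 to 2477, 32 to 466, 3421 to 5919 and 9 to 39. With Pst ∆cor AvrRps4 cEDS1 against Col ranged from 404 to 1300 at 8 hpi and R493A against cEDS1 from 65 to 223 at 24 hpi. Between treatments the range was 1415 to 2997 at 8 hpi and 306 to 1311 at 24 hpi in eds1-2, 24 to 148 at 8 hpi in cEDS1, and 662 to 1067 at 8 hpi and 82 to 493 at 24 hpi in R493A. Cluster 17 in eds1-2 at 8 hpi ranged from 3 to 15 DEG with a median from -0.25 to 0.15, and in R493A at 24 hpi from 0 to 2. The JA column ranged from 53 to 79 and the position at 24 hpi with Pst AvrRps4 from 0.324 to 0.438.

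For 47 named genes, 179 values were recomputed 2810 times in all. Of these, 2430 kept their direction and their call, 235 lost the call, 82 gained one, 11 reversed with a call on either side and 52 changed sign without a call. Leaving out libraries made 1191 of the 2810, with 146 calls lost, 9 gained and 0 reversed.

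Other splits of the same libraries were fitted for comparisons with at least 3 libraries per group. With Pst ∆cor AvrRps4, R493A against eds1-2, R493A against cEDS1, eds1-2 against cEDS1 and cEDS1 against Col at 8 and 24 hpi each had 10 splits, of which 1, the real one, gave as many DEG, and the others gave at most 1 DEG. With 10 splits chance cannot be excluded by this count. For R493A between treatments relative to Col, 8 of 100 splits at 8 hpi gave as many DEG as the real split (2003 with the groups fitted alone), so chance is not excluded by the split count. Of the others 5 keep most R493A and Col labels in one treatment and exchange them in the other, so that they add the difference between R493A and Col over the treatments instead of taking its change. At 24 hpi 11 of 100 splits did so (real 662), 8 of them of this kind. Replicate numbers pair the Pst AvrRps4 libraries, and among splits that part every pair in them 3 of 40 gave as many at 8 hpi and 11 of 42 at 24 hpi, where replicate as a block gave 557 DEG at 24 hpi. Depth limits genes with few reads: the 5 largest changes to higher values in R493A at 8 hpi, and genes with a group at 0, which are 10 of the 1036.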

Differences from the paper's values

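The alternative that joins limma-voom with the 6 libraries added by title was chosen after seeing the values. The other alternatives were set before the data were examined.

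Between R493A and eds1-2 with Pst AvrRps4 at 8 hpi the paper's count is 12 DEG and the present count 28. The counts with the 6 conflicting libraries added by genotype field (8), with the compared groups alone (13) and without R493A replicate 1 (17), 2 (10) or 3 (13) lie within 1.5 times the paper's. The counts with limma-voom (29), DESeq2 (71), RLE size factors (32), filterByExpr (28), no filter (33), replicate as a block (36), the libraries by title (44), no limit on the fold change (28) and without eds1-2 replicate 1 (3) or 3 (3) do not, nor does limma-voom with the libraries by title (41), chosen after seeing the values, which drops 0 of the paper's 12 genes. A count near the paper's does not mean the same genes: by genotype field 7 of the paper's 12 are called and by the compared groups alone 6, with 8 and 9 in the paper's direction, and 7, 7 and 8 are called without R493A replicates 1, 2 and 3. Limma-voom and the libraries by title call all 12. AT1G54410 and FLC, which the paper calls, are both called with limma-voom, DESeq2, no filter and the libraries by title or by genotype field. FLC is also called with RLE size factors, and AT1G54410 also with replicate as a block and without R493A replicate 3.

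Between R493A and cEDS1 with Pst AvrRps4 at 24 hpi the paper's count is 576 and the present count 372. The counts with limma-voom (685), DESeq2 (719), replicate as a block (703), the libraries by title (470), the compared groups alone (601), no limit on the fold change (558) and without R493A replicate 3 (466) lie within 1.5 times the paper's, as does limma-voom with the libraries by title (747), chosen after seeing the values. Those with RLE size factors (364), filterByExpr (368), no filter (310), the libraries by genotype field (6) and without cEDS1 replicate 1 (32) or 3 (52) or R493A replicate 1 (182) or 2 (91) do not.

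For cEDS1 between treatments relative to Col at 24 hpi the paper's count is 3, all lower, with and without a limit on the fold change, and the present count is 1. Limma-voom (3), DESeq2 (3) and the compared groups alone (2) come within 1.5 times, as does limma-voom with the libraries by title (2), chosen after seeing the values. No subtraction of Col (3219) does not, and the count was 1 under each other alternative and without each library. At 8 hpi the paper's count of higher genes is 7, with and without the limit, and the present count 12. Limma-voom (9) and no filter (8) come within 1.5 times, as do the counts without Col replicate 1 (10) or 3 (10) or cEDS1 replicate 1 (5) with Pst AvrRps4, and without Col replicate 2 (7) or 3 (8) or cEDS1 replicate 1 (5) or 2 (7) with Pst ∆cor AvrRps4. With the limit, DESeq2 (52), RLE size factors (14), filterByExpr (13), replicate as a block (22), the libraries by title (12) or by genotype field (3), no subtraction of Col (860), the compared groups alone (32) and limma-voom with the libraries by title (14), chosen after seeing the values, do not. Neither do the counts without Col replicate 2 (4) or cEDS1 replicate 3 (0) with Pst AvrRps4 or without Col replicate 1 (3) or cEDS1 replicate 3 (54) with Pst ∆cor AvrRps4, all by edgeR.

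For eds1-2 between treatments relative to Col at 8 hpi the paper's count of lower genes past both limits is 1259 and the present count 824. Limma-voom (912), DESeq2 (986), RLE size factors (882), replicate as a block (1000), the libraries by title (1013) or by genotype field (1467), the compared groups alone (979) and the fit without eds1-2 replicate 3 with Pst ∆cor AvrRps4 (1209) come within 1.5 times, as does limma-voom with the libraries by title (1136), chosen after seeing the values. FilterByExpr (824), no filter (753), no subtraction of Col (686) and the fits without any other library (523 to 817) do not.

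The paper splits the 383 cluster 17 genes into 113 in both the JA and the BTH set, 19 in the JA set only, 169 in the BTH set only and 82 in neither (Fig. 4d and text). The columns of Supplementary Data 3 as listed hold 97, 25, 185 and 76. Each pair lies within 1.5 times, the counts and list tests used the columns as listed, and the cause of the difference was not found.

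For AT1G54410 between R493A and eds1-2 with Pst AvrRps4 at 8 hpi the paper's log2 fold change is -9.56 and the present value -7.45 (standard error 1.56). Limma-voom (-9.47) and the fit without R493A replicate 3 (-11.19) come within the standard error of their fit, as does limma-voom with the libraries by title (-9.56), chosen after seeing the values. DESeq2 (-7.43), RLE size factors (-7.43), filterByExpr (-7.45), no filter (-7.45), replicate as a block (-8.01), the libraries by title (-7.54) or by genotype field (-7.37), the compared groups alone (-7.45) and the fits without eds1-2 replicate 1 (-7.73) or 3 (-7.10) or R493A replicate 1 (-6.90) or 2 (-6.90) do not.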

Other observations

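All tests of explanations in this part were chosen after the result was seen.

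In the 6 replicate 2 libraries with conflicting labels, EDS1 stood at 364, 782 and 467 CPM at 0, 8 and 24 hpi in those titled cEDS1 and at 26.6, 3.42 and 11.7 CPM in those titled eds1-2. The mapped eds1-2 libraries of this series held 2.63 to 10.7 CPM over all times. The libraries of 8 hpi fall with the lines of their titles. This argues against wrong titles, under which the 3.42 CPM would be near the mapped cEDS1 mean of 1056, and is in line with a wrong genotype field, under which the 782 CPM would be near it. At 0 hpi the library titled cEDS1 lies far above the mapped cEDS1 mean of 20.5 CPM and the one titled eds1-2 above the mapped eds1-2 libraries, while replicate 2 was also high in Col, at 72.8 CPM against 18.1 and 17.5. The libraries were not assigned from these values, and no biological explanation was tested.

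Between cEDS1 and Col at 8 hpi there were 806 DEG with Pst ∆cor AvrRps4 and 30 with Pst AvrRps4; the difference in these counts was not tested gene by gene except as the 59 genes that changed in cEDS1 between treatments. The 806 ranged from 404 without Col replicate 1 to 1300 without cEDS1 replicate 3, and were 476 without Col replicate 2 and 469 without cEDS1 replicate 1, and the 30 fell to 14 without cEDS1 replicate 1 and 16 without replicate 3. A smaller spread with Pst ∆cor AvrRps4 is argued against as the whole cause: with the standard errors of the Pst AvrRps4 series in place of its own, 421 genes passed from the Pst ∆cor AvrRps4 changes, against 795 with its own errors on the 19462 genes tested in both. Its median standard error was 0.218 against 0.366, so spread stays open as part of the cause. The fit of both treatments has a single biological coefficient of variation (0.291). There the count was 481 with Pst ∆cor AvrRps4 (232 higher, 249 lower) and 39 with Pst AvrRps4 (10 higher, 29 lower). Fewer cEDS1 libraries are argued against as the whole cause, as 469 was the lowest count without 1 cEDS1 library. A higher depth is argued against by a median of 22087579 reads on genes, below the 22128520 of the Pst AvrRps4 series. The treatment and the set of experiments differ together, and both stay open.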
